# The BRAHMA-associated SWI/SNF chromatin remodeling complex controls *Arabidopsis* seed quality and physiology

**DOI:** 10.1093/plphys/kiae642

**Published:** 2024-12-11

**Authors:** Magdalena Wrona, Julia Zinsmeister, Michal Krzyszton, Claire Villette, Julie Zumsteg, Pierre Mercier, Martine Neveu, Sebastian P Sacharowski, Rafał Archacki, Boris Collet, Julia Buitink, Hubert Schaller, Szymon Swiezewski, Ruslan Yatusevich

## Abstract

The SWI/SNF (SWItch/Sucrose Non-Fermentable) chromatin remodeling complex is involved in various aspects of plant development and stress responses. Here, we investigated the role of BRM (BRAHMA), a core catalytic subunit of the SWI/SNF complex, in *Arabidopsis thaliana* seed biology. *brm-3* seeds exhibited enlarged size, reduced yield, increased longevity, and enhanced secondary dormancy, but did not show changes in primary dormancy or salt tolerance. Some of these phenotypes depended on the expression of *DOG1*, a key regulator of seed dormancy, as they were restored in the *brm-3 dog1-4* double mutant. Transcriptomic and metabolomic analyses revealed that BRM and DOG1 synergistically modulate the expression of numerous genes. Some of the changes observed in the *brm-3* mutant, including increased glutathione levels, depended on a functional *DOG1*. We demonstrated that the BRM-containing chromatin remodeling complex directly controls secondary dormancy through *DOG1* by binding and remodeling its 3′ region, where the promoter of the long noncoding RNA *asDOG1* is located. Our results suggest that BRM and DOG1 cooperate to control seed physiological properties and that BRM regulates *DOG1* expression through *asDOG1*. This study reveals chromatin remodeling at the *DOG1* locus as a molecular mechanism controlling the interplay between seed viability and dormancy.

## Introduction

Seeds encapsulate plant embryos in a state of suspended development, poised to resume life cycle upon encountering favorable environmental conditions. Many plant species, including *Arabidopsis thaliana*, produce seeds that can be stored in a dry stage for an extended time. This ability is known as seed longevity. In addition, seeds can also postpone germination despite optimal conditions, in a process known as dormancy that helps to adjust germination capability to changes in the environment. Dormancy established during seed maturation is known as primary dormancy and is defined as a state in which freshly harvested seeds cannot germinate even under favorable conditions. Primary dormancy can be relieved by different means including after-ripening—dry storage, or stratification—exposure to cold in the imbibed state. In contrast, dormancy developed by a nondormant, imbibed seed in response to an unfavorable germination condition is known as secondary dormancy (Cadman et al. 2006; Finch-Savage and Leubner-Metzger 2006; Baskin and Baskin 2014).

*DELAY OF GERMINATION1* gene (*DOG1*), the main regulator of seed dormancy, has been identified by population analysis (Bentsink et al. 2006) and further characterized in numerous molecular studies (Carrillo-Barral et al. 2020). Primary dormancy and longevity are both acquired during seed development and are strictly regulated by numerous external and internal factors (Holdsworth et al. 2008; Sano et al. 2016). Interestingly, in *Arabidopsis*, a tradeoff between seed longevity and dormancy was described, as deep dormancy was associated with low longevity, suggesting that longevity and dormancy are genetically negatively correlated. On the contrary, *DOG1* has been shown to act as a positive regulator of both dormancy and longevity as *dog1* mutants show low primary and secondary dormancy as well as low longevity (Nguyen et al. 2012; Dekkers et al. 2013; Footitt et al. 2015). As a central regulator of seed biology, *DOG1* expression is extensively regulated (Tognacca and Botto 2021). Known regulators include 2 long nonprotein coding RNA (lncRNA): one is the *PUPPIES* that activates *DOG1* expression and is transcribed from the *DOG1* promotor (Montez et al. 2023) and a second is *asDOG1* that is transcribed from within the *DOG1* intron 2 in antisense orientation and suppresses *DOG1* expression (Fedak et al. 2016).

Secondary dormancy modulation underlies the dormancy cycling phenomena described for seeds forming soil seed banks (Footitt et al. 2015, 2017). Analysis of histone posttranslational modifications at the *DOG1* gene during dormancy cycling has led to a model where chromatin remodeling at the *DOG1* locus underpins this process (Footitt et al. 2015). Compared to primary dormancy, the mechanisms of secondary dormancy establishment in various plant species including *A. thaliana* are mostly uncharted. Only few regulators have been identified so far and most of them influence both primary and secondary dormancy (Skubacz and Daszkowska-Golec 2017; Buijs 2020). Both types of dormancy are intricately modulated by environmental cues, such as variations in light quality, moisture levels, and transient cold exposure. They are also dependent on internal hormones, namely gibberellic acid (GA) and abscisic acid (ABA, Hauvermale et al. 2015; Sano and Marion-Poll 2021). ABA plays a pivotal role in initiating and sustaining dormancy, while GA acts as the trigger that breaks dormancy and promotes the germination process (Iwasaki et al. 2022).

SWI/SNF (SWItch/Sucrose Non-Fermentable) is a highly conserved chromatin remodeling complex that uses ATP to remodel chromatin. SWI/SNF complexes have been implicated in the control of multiple developmental processes and in orchestrating responses to environmental stimuli in yeast, plants, and animals (Ojolo et al. 2018; Hernández-García et al. 2022; Bieluszewski et al. 2023). In *Arabidopsis*, several homologous subunits of the SWI/SNF complex have been described and many of these subunits are encoded by gene families, including SNF2-type ATPases: SPLAYED (SYD), BRAHMA (BRM), CHR12/MINU1, and CHR23/MINU2 (Guo et al. 2022a; Shang and He 2022). These subunits create the basis for plant SWI/SNF complex taxonomy dividing them into BRM-associated (BAS), SYD-associated (SAS), and MINU-associated (MAS) (Guo et al. 2022b; Fu et al. 2023). The BRM-containing complex (BAS) is probably the best-studied chromatin remodeling complex in plants. BRM ATPase contains multiple protein domains, including a bromodomain that binds acetylated histones and is thought to facilitate the complex recruitment to targeted DNA. In addition to BRM, the BAS complex contains other bromodomain-containing proteins—BRDs (BRD1/2/13) (Jarończyk et al. 2021). Studies of Arabidopsis mutants of BAS complex subunits have shown that the BRM-containing BAS SWI/SNF complex is involved in multiple environmental responses and developmental transitions including seed maturation, embryogenesis, cotyledon separation, leaf development, root stem cell maintenance, floral patterning, or flowering (Yu et al. 2021a, 2021b; Guo et al. 2022b; Shang and He 2022; Bieluszewski et al. 2023). Consistent with these findings, Arabidopsis *brm* knockout mutants (*brm-1*) display severe phenotypes including dwarfism, leaf curling, and sterility (Farrona et al. 2004). Conversely, the *brm-3* mutant, which lacks the bromodomain in the BRM protein, is not sterile and exhibits mild phenotypic abnormalities, including seed coat defects (Hurtado et al. 2006; Farrona et al. 2007). Similar analysis of single and multiple mutants of the *BRD1/2/13* genes revealed their redundant role in regulating vegetative development, flowering, as well as the responses to GA and ABA hormones (Jarończyk et al. 2021; Stachula et al. 2023). Despite the extensive work describing SWI/SNF and BRM's role in seeds development and germination (Han et al. 2012; Ding et al. 2022), the role of the BAS complex in seed biology remains poorly understood.

We and others showed before that apart from promoter regions, chromatin remodelers exhibit extensive binding at the 3′ ends of genes (Brzezinka et al. 2016; Archacki et al. 2016; Jégu et al. 2017). This led us to hypothesize that the BAS-containing SWI/SNF complex may regulate antisense transcription to indirectly control the sense gene expression (Archacki et al. 2016). A reporter–effector study in young Arabidopsis seedlings identified *DOG1* as one of the genes displaying BRM binding at the 3′ end (Archacki et al. 2016). Here, we asked whether the link between BRM and *DOG1* may be important in seeds where the role of DOG1 and its regulation through *asDOG1* is well established (Fedak et al. 2016). Here, we show that BRM is implicated in multiple aspects of seed biology including seed size, seed longevity, and seed dormancy. We demonstrate that some of the affected seed properties, including dormancy, are *DOG1*-dependent and that the BAS complex controls secondary dormancy but not primary seed dormancy through *asDOG1* antisense transcription.

## Results

### BRM-mediated gene expression and metabolite composition in mature *Arabidopsis* seeds

To investigate the role of BRM in *Arabidopsis* seed biology in the context of DOG1, we created *brm-3dog1-4* double mutant and compared it with the wild type (WT) and single mutants in downstream analyses. *BRM* knockout allele *brm-1* is sterile, we therefore used the T-DNA insertion line *brm-3* (Tang et al. 2008) and the double mutant *brm-3dog1-4*. 

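RNA from mature dry seeds of Col-0, brm-3, dog1-4 and brm-3dog1-4 was profiled by 3′RNA-Seq, which counts reads near the 3′ ends of polyadenylated transcripts, with 4 libraries per genotype. For each library the authors deposited whole-number counts for 37336 genes, listed by locus identifier and not normalized. The paper's text names neither the aligner nor the genome build nor the use of molecular identifiers, so intervals and floors given here cover counting error only. Gene names were taken from the annotation of the TAIR10.1 assembly, in which 37051 of the 37336 identifiers were found. The counts per library ran from 1467125 to 2273515 (median 1604783.5) in Col-0, from 1627347 to 2031600 (median 1867084) in brm-3, from 803578 to 1516604 (median 1281168) in dog1-4 and from 977878 to 2359673 (median 1873092.5) in brm-3dog1-4. A floor of 3 counts corresponded to between 0.964 and 3.87 CPM (counts scaled to a common library size), so genes below it were not measurable at this depth. Of the 21204 genes with at least 1 count, 10251 passed edgeR's filterByExpr and were tested, and they held between 98.1% and 99.2% of the counts of a library. All 16 libraries were fitted together with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the threshold drawn in Fig. 1A. Without TMM the median log2 change of all tested genes was 0.03 in brm-3, 0.22 in dog1-4 and 0.58 in brm-3dog1-4. With TMM these medians were 0.00, 0.00 and 0.01, and all changes are given relative to them. The biological coefficient of variation was 0.0971. All 24 pairs of libraries of the same genotype differed by more than the sampling noise (chi-square per degree of freedom from 1.49 to 4.39), so none is 1 library deposited again. This does not tell repeat preparations of 1 RNA from separate seed samples, and the libraries were counted as replicates by their labels. The first principal component of log2 CPM held 40.9% of the variance and ordered the genotypes as Col-0, brm-3, dog1-4 and brm-3dog1-4, with no overlap between them.
The transcripts of the mutated genes were examined first. DOG1 (AT5G45830) had 124 to 203 counts in each Col-0 library, 2 to 7 in each dog1-4 library and 2 to 10 in each brm-3dog1-4 library. Its level was 100.3 ± 15.2 CPM (SD, n = 4) in Col-0 and 3.52 ± 1.34 CPM (SD, n = 4) in dog1-4 (log2 fold change -4.74, standard error 0.24, adjusted p = 5.69e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In brm-3dog1-4 the log2 fold change was -5.03 (adjusted p = 8.91e-29 from the same edgeR test). BRM (AT2G46020), which is interrupted by a T-DNA in brm-3, was still counted at 11.8 ± 4.5 CPM (SD, n = 4) in brm-3 against 28 ± 6.12 CPM (SD, n = 4) in Col-0 (log2 fold change -1.29, standard error 0.23, adjusted p = 3.38e-05 from edgeR). It was lower by the same test in brm-3dog1-4 (log2 fold change -1.24, adjusted p = 2.09e-06) and not detectably changed in dog1-4 (log2 fold change 0.14, adjusted p = 0.711). The paper describes the brm-3 protein as lacking its bromodomain. Counts near the 3′ end do not tell transcript before the insertion from that after it. The level of a truncated BRM transcript was therefore not measured.

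**Figure D1:**
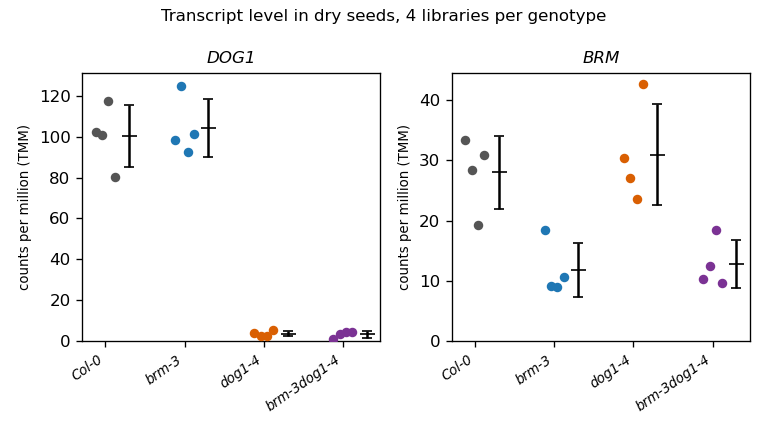
DOG1 and BRM 3′ end counts in CPM (y axis, TMM normalized) for the 4 genotypes (x axis). Points are libraries and bars the mean ± SD of 4. All 4 dog1-4 and all 4 brm-3dog1-4 libraries lie below every Col-0 library for DOG1, and all brm-3 and brm-3dog1-4 libraries do so for BRM (exact permutation test, two-sided p = 0.0286 for each of these comparisons, the smallest that 4 against 4 allow).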

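In brm-3, 212 genes were increased and 99 decreased against Col-0; dog1-4 had 431 increased and 209 decreased genes, and brm-3dog1-4 had 1073 and 795. The median absolute log2 fold change of these genes was 1.40 in brm-3, 1.42 in dog1-4 and 1.43 in brm-3dog1-4. In brm-3, 86.2% of the called genes had all 4 mutant libraries above or all below the 4 Col-0 libraries, as did 85.9% in dog1-4 and 91.9% in brm-3dog1-4. Chance gives 2.86% for genes not chosen by their values; these genes were called from the same libraries, so the shares describe the calls and do not test them. The threshold on the fold change moved the counts most. A test against a log2 fold change of 1 (glmTreat) left 24 increased and 12 decreased genes in brm-3, whereas 535 and 515 genes passed an adjusted p under 0.05 with any fold change. The 3 largest increases and the 3 largest decreases in each mutant were taken by the fitted log2 fold change. Only genes with an adjusted p under 0.05, a mean of at least 20 counts and no overlap between the 4 mutant and the 4 Col-0 libraries were used. For genes with 3 counts or fewer in every Col-0 library only a bound is given, so their order is uncertain. The largest increase in brm-3 was that of ZPR3 (AT3G52770), at 43.5 ± 5.79 CPM (SD, n = 4) against 2.74 ± 1.33 CPM in Col-0 (log2 fold change 3.91, standard error 0.28, adjusted p = 1.36e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also increased in dog1-4 (log2 fold change 2.81) and brm-3dog1-4 (4.79). The uncharacterized gene AT2G13547 had a log2 fold change of 3.74 in brm-3 and 3.07 in brm-3dog1-4. The dehydrin gene AT1G54410 had 3 counts or fewer in every Col-0 library and was at least 6.19-fold higher in brm-3, at least 21.6-fold in dog1-4 and at least 38.9-fold in brm-3dog1-4. The decreases in brm-3 were those of MSRB4 (AT4G04810, log2 fold change -2.18, standard error 0.21, adjusted p = 2.37e-12 from edgeR), AT2G28790 (log2 fold change -2.06) and ERF-1 (AT4G17500, -2.03). In dog1-4 the gibberellin oxidase gene GA20OX3 (AT5G07200), at 2 counts or fewer in every Col-0 library, was at least 10.2-fold higher, and AT5G55620, at 2 counts or fewer there, was at least 4.77-fold higher. AFP3 (AT3G29575) fell most after DOG1 itself (log2 fold change -3.58, adjusted p = 1.24e-08 from edgeR). ATHSP22.0 (AT4G10250) fell there too (-3.10). In brm-3dog1-4 DWF1 (AT3G19820), at 1 count or fewer in every Col-0 library, was at least 16.5-fold and GA20OX3 at least 15.9-fold higher. AT5G55620 was at least 18.2-fold higher there, so the bounds do not give the order of the fitted changes. AT4G29020 (log2 fold change -4.16, standard error 0.16, adjusted p = 2.17e-30 from edgeR) and CYP76C2 (AT2G45570, log2 fold change -4.12) fell most after DOG1.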

3′RNA-Seq data analysis identified 77, 211, and 911 transcripts with decreased transcript levels in *brm-3*, *dog1-4*, and *brm-3dog1-4*, respectively, and 167, 385, and 1,391 transcripts with increased expression (absolute fold change > 1, FDR < 0.05) (Fig. 1A). 

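Of the 311 differentially expressed genes (DEGs) of brm-3, 245 (78.8%) were DEGs in the same direction in brm-3dog1-4, of which 174 were increased and 71 decreased, and 5 were DEGs in the opposite direction. Of the 640 DEGs of dog1-4, 516 (80.6%) were shared with brm-3dog1-4 in the same direction (352 increased, 164 decreased) and 3 in the opposite one. The comparisons share the Col-0 libraries, which makes changes look alike with no effect at all. In 100 simulations of unchanged groups against these controls the shared genes averaged 0.02 and 0.01. Only 0.13 to 0.18 genes per mutant were called there on average, so these simulations do not test the overlaps. In 30 simulations with changes drawn independently for each mutant the shared genes averaged 39.7 and 80.4. Across all tested genes, the correlation of log2 fold changes was 0.667 between brm-3 and brm-3dog1-4 and 0.736 between dog1-4 and brm-3dog1-4, where unchanged groups gave 0.551 and 0.513 and changes drawn independently for each mutant 0.107 and 0.092. Unchanged groups agree only through the shared Col-0 libraries, which real changes dilute, so their correlations are no baseline for changed genes. Genes are not independent replicates, so these correlations carry no p. The threshold on the fold change moved the overlap of brm-3 with brm-3dog1-4. It was 27 genes with the test against a log2 fold change of 1 and 840 with any fold change.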

As expected, comparison of differentially expressed genes (DEGs) in *brm-3* and *dog1-4* single mutants showed strong overlap with genes misregulated in double *brm-3dog1-4* mutant (Fig. 1B; Supplementary Fig. S1C). Moreover, genes misregulated in *brm-3* and *dog1-4* also showed a substantial overlap (Fig. 1B). 

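The single mutants shared 131 DEGs in the same direction, 106 increased and 25 decreased, and 6 in opposite directions. These are 42.1% of the DEGs of brm-3 and 20.5% of those of dog1-4. Unchanged groups shared 0.02 genes on average, with too few genes called to test the overlap, and independent changes 16 (at most 24 in 30 simulations). The correlation over all tested genes was 0.484, where unchanged groups gave 0.482 and independent changes 0.159 (at most 0.188). Among the 311 genes with the smallest p in brm-3, 81.4% changed in the same direction in dog1-4. Unchanged groups that share the controls gave 91.7%, and independent changes 55.7% (at most 61.1%). With no change at all, the smallest p fall on genes where the shared Col-0 libraries deviate. The values of unchanged groups are therefore no baseline for genes with real changes, here and for the correlation.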

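In all 3 mutants, 98 genes were increased and 24 were decreased, with the same direction throughout. Among the 1868 genes with the smallest p in brm-3dog1-4, 80.1% had a change of the same sign in all 3 mutants, whether or not they passed the threshold. Unchanged groups that share the Col-0 libraries gave 75.7% (at most 78.1%) and independent changes 36.6% (at most 37.8%). That of unchanged groups comes from shared noise alone and is no baseline for changed genes. Simulated sums of the single mutant changes gave 68.2% when only changes at an adjusted p under 0.05 were added and 91.8% when all estimated changes were. The median ratio of the change in brm-3dog1-4 to the change in the single mutant was 1.26 over the DEGs of brm-3 and 1.20 over those of dog1-4, where the former sums gave 1.25 and 1.05 and the latter 1.35 and 1.20.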

Interestingly, *dog1-4*, *brm-3*, and double *brm-3dog1-4* mutants showed a substantial number of genes misregulated in the same directions (up and/or down), suggesting that DOG1 and BRM act synergistically in controlling gene expression in seeds (Fig. 1B). 

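The 311 DEGs of brm-3 were clustered by the standardized means of log2 CPM in the 4 genotypes, with Ward's method and 9 clusters; the paper's text does not name its clustering method. The clusters held between 10 and 98 genes. In the largest cluster the mean difference from Col-0 in log2 CPM, not standardized, was 1.31 in brm-3, 1.58 in dog1-4 and 2.47 in brm-3dog1-4.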

Self-clustering of expression profiles among genes misregulated in *brm-3* identified 9 groups of genes (Fig. 1C). 

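In 3 of the 9 clusters, with 36, 20 and 10 genes, the means of brm-3 and dog1-4 lay on opposite sides of Col-0 and brm-3dog1-4 lay closer to Col-0 than brm-3. In the cluster of 36 genes the mean difference from Col-0 in log2 CPM was -1.24 in brm-3, 0.13 in dog1-4 and -0.70 in brm-3dog1-4. In the cluster of 20 genes these were 1.73, -0.50 and 1.11, and in that of 10 genes 1.33, -0.50 and -0.59. Together they held 66 genes, 21.2% of the DEGs of brm-3. The filter on low counts moved this number most, to 10 genes when only genes with at least 10 counts in every library were used, and single libraries moved it too. It was 27 without Col-0 replicate 2, 43 without Col-0 replicate 4, 32 without dog1-4 replicate 1, 38 without dog1-4 replicate 2, 39 without brm-3 replicate 1 and 31 without brm-3dog1-4 replicate 2. Of the 66 genes, 31 had a change in brm-3dog1-4 under 0.5 times that in brm-3 that also differed from it at an adjusted p under 0.05 (edgeR), and 13 had an interaction between the mutations.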

Three groups showed opposite changes in *brm-3* and *dog1-4* and at least partial suppression of the *brm* mutation-caused defects in the double *brm-3dog1-4* mutant (Fig. 1C). Based on this, we considered the BRM effect on those genes as *DOG1* gene-dependent (Fig. 1, C and D).

**Figure 1.**
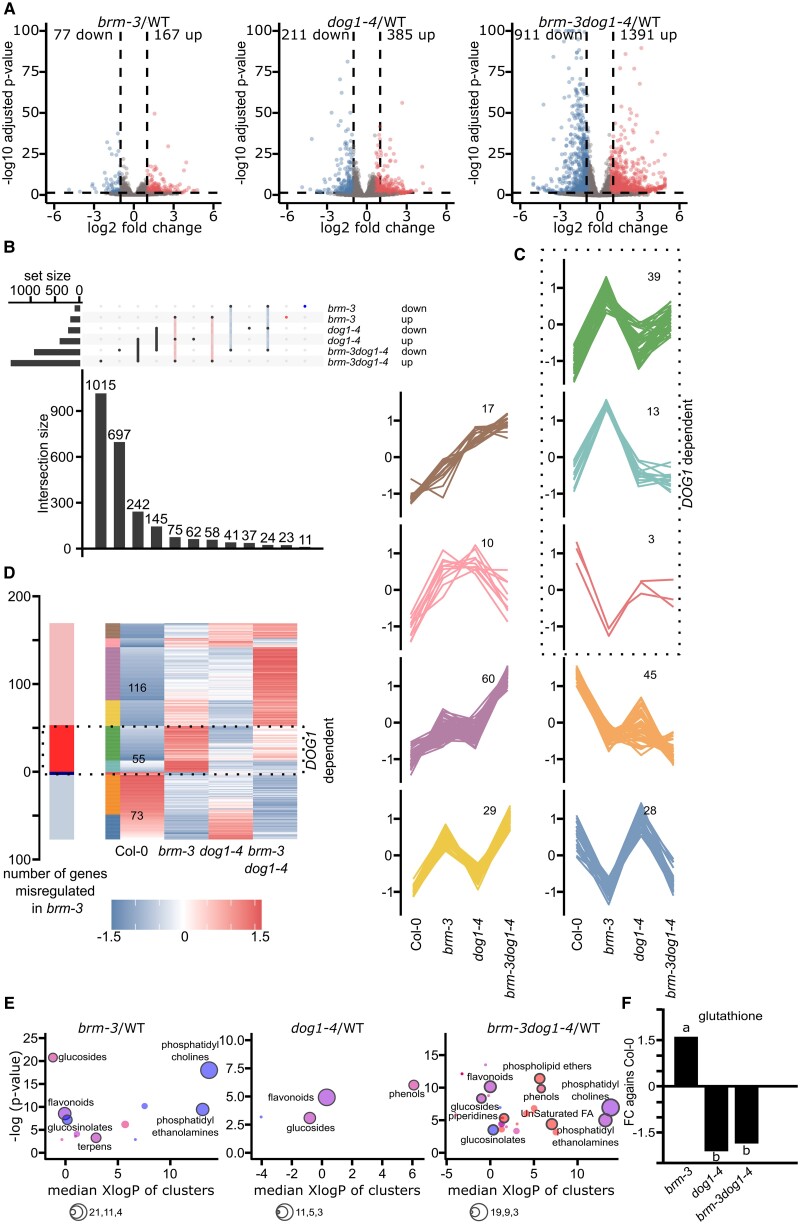
Seeds transcriptome and metabolome of *brm* and *dog1* single and double mutants. **A)** Identification of DEGs in mature, dry *brm-3*, *dog1-4*, and *brm-3dog1-4* seeds compared to Col-0 WT (3′RNA-Seq, differential analysis was performed using DESeq2—genes with FDR < 0.05 and absolute fold change > 1 were considered as differentially expressed). **B)** Analysis of overlap between genes whose expression was affected in analyzed mutants (extended graph version shown in Supplementary Fig. S1C). **C)** Self-clustering of expression profiles for genes differentially expressed in *brm-3*, identifies the *DOG1-*dependent genes among ones affected in *brm* mutant seeds. Number of DEGs is indicated on panels. **D)** Heatmap of genes’ expression for genes misregulated in *brm-3* mutant across mutants used. Genes marked as *DOG1* gene*-*dependent show suppression of the *brm* effect in the double *brm-3dog1-4* mutant. Second column colors correspond to specific color of the cluster. **E)** Chemical enrichment analysis of *brm* and *dog* single and double mutants. Colored circles represent clusters of metabolites from given chemical families (red, increased cluster; blue, decreased cluster; purple, increased and decreased metabolites in a cluster). The number of metabolites as indicated as circle size. **F)** The graph represents the fold change of glutathione levels compared to Col-0 in the seeds of mutants indicated values were ranked into groups as indicated by the respective letter using a Student–Newman–Keuls test, *n* = 4.

Transcriptomic analysis showed that both BRM and DOG1 are important players in seed biology and gene expression regulation. Our data revealed that in seeds, BRM and DOG1 control expression of a large number of genes synergistically. 

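The interaction term of the same edgeR model tests whether the log2 fold change in brm-3dog1-4 differs from the sum of those in brm-3 and dog1-4. At an adjusted p under 0.05 it was found for 901 genes, with a positive sign for 200 and a negative sign for 701. With DESeq2 the number was 598, with a positive sign for 84, and at an equal depth of 803578 counts per library it was between 451 and 489 in 10 draws. Single libraries moved it between 637 (without dog1-4 replicate 3) and 1090 (without brm-3dog1-4 replicate 3), and that of positive interactions to 118 without dog1-4 replicate 3, 120 without brm-3 replicate 3 and 121 without Col-0 replicate 4. Of the 1868 DEGs of brm-3dog1-4, 295 (15.8%) had an interaction of the sign of their change, so that they changed by more than the sum, 52 of them increased and 243 decreased. At the equal depth they were 156 to 173 genes, of 1794 to 1842 DEGs. For the genes changed more than additively DESeq2 gave 211 (9.21% of its DEGs), and genes with at least 10 counts in every library gave 203 (26.6%). Single libraries moved them between 208 (11.4%, without brm-3dog1-4 replicate 2) and 378 (19.4%, without brm-3dog1-4 replicate 3). Another 45 had an interaction of the opposite sign, and 1528 (81.8%) had none at this threshold. In 30 simulations of purely additive changes, with only changes at an adjusted p under 0.05 added, 0.267 genes on average had an interaction and none exceeded the sum. Among the DEGs of brm-3dog1-4 the median ratio of its change to the sum was 1.21, where the same simulations gave 0.993 (at most 1.01), and simulations that added all estimated changes 0.988. Changes drawn independently for each mutant gave 1.34 (from 1.12 to 1.64). Across all tested genes the changes in brm-3dog1-4 had a slope of 0.80 on the sum and a correlation of 0.817 with it. Unchanged groups gave a slope of 0.32 through the shared Col-0 libraries alone. From the genes misregulated in the same directions in the 3 mutants, the paper proposes that DOG1 and BRM act synergistically.

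**Figure D2:**
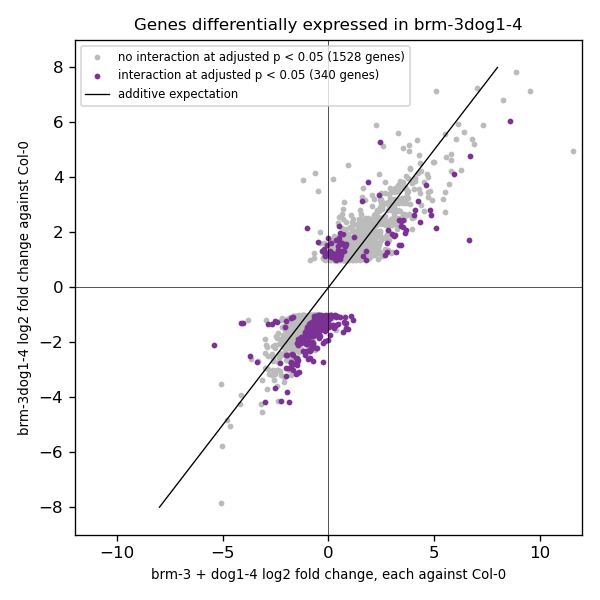
Log2 fold change in brm-3dog1-4 (y axis) against the sum of the log2 fold changes in brm-3 and dog1-4 (x axis), each against Col-0, for the 1868 DEGs of brm-3dog1-4. Each point is a gene, the line is the additive expectation, and the 340 genes with an interaction are marked, of which 243 are decreased genes below the line.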

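For the genes differentially expressed in brm-3, dependence on DOG1 was scored gene by gene, by a change in brm-3dog1-4 under 0.5 times the change in brm-3 or of the opposite sign. This rule was met by 43 of 311 genes (13.8%), and 37 of them also differed between brm-3dog1-4 and brm-3 at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 22 increased and 15 decreased in brm-3. With any fold change, which left more genes changed in brm-3, the number was 159, and with the test against a log2 fold change of 1, which left few, it was 4. With a ratio of 0.75 in place of 0.5 the number was 47. The change in dog1-4 was of the opposite sign to that in brm-3 for 21 of the 37 genes, and for 7 of these at an adjusted p under 0.05.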

There is, however, a substantial subset (55 out of 244) of genes that are regulated by BRM in a DOG1-dependent manner (Fig. 1, C and D).

Gene Ontology (GO) analysis identified 20 and 30 significantly enriched GO terms among genes that were down- and upregulated in the *brm-3* mutant, respectively. Among those, many GO terms represented molecular functions involved in response to oxidative stress, with some related to glutathione metabolism, binding, and transferase activity, which are essential for the control of reactive oxygen species (ROS) (Supplementary Table S1). Single *dog1-4* mutant and *brm-3dog1-4* double mutant showed similar GO term profiles. Those included response to multiple factors, like stimulus or ABA for downregulated genes (Supplementary Fig. S2A), as well as GO terms related to translation—for upregulated genes (Supplementary Table S1).

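Of the 64 genes of ABA synthesis, catabolism and signaling shown in Supplementary Fig. S2A, 40 were tested. In dog1-4, 9 of them were increased and 12 decreased at an adjusted p under 0.05 over all tested genes, and as many when adjusted over the list alone; in brm-3dog1-4, 16 were increased and 15 decreased, or 16 and 16 adjusted over the list alone. The study chose this list, so the counts over the list alone are not independent evidence. The median log2 fold change was -0.05 in brm-3, 0.04 in dog1-4 and -0.16 in brm-3dog1-4, with genes at the floor set to their bound -0.05, 0.03 and -0.16. A set test that allows for a preset correlation between genes of 0.01 (camera in limma) gave adjusted p = 0.34 for dog1-4 and 0.394 for brm-3dog1-4. Camera compares a list with the other genes, whereas fry (limma) tests it against no change at all. A call by fry alone therefore does not set a list apart from other genes. The 7 tested ABA synthesis genes had medians of -0.37 in brm-3, 0.036 in dog1-4 and -0.37 in brm-3dog1-4 (camera, adjusted p = 0.0500, 0.192 and 0.192; fry in limma, adjusted p = 0.00211, 0.00211 and 3.61e-06, toward lower levels). The camera p of the ABA synthesis genes in brm-3 ran up to 0.160 over the alternatives, with genes of at least 10 counts in every library. It was over 0.05 also with RLE normalization and without any 1 of 8 libraries (up to 0.143 without Col-0 replicate 4; Col-0 replicates 1 and 4, dog1-4 replicates 1 and 2, brm-3 replicates 2 and 3, and brm-3dog1-4 replicates 1 and 4). For the ABA synthesis genes in dog1-4 the median was -0.29 without dog1-4 replicate 4, and with all genes of at least 1 count it was -0.67 (camera, adjusted p = 0.00310, over the alternatives from 0.00211 to 0.421). The ABA synthesis genes in brm-3dog1-4 were called by camera with all genes of at least 1 count (adjusted p = 0.0122) and with DESeq2 (adjusted p = 0.0465), over the alternatives from 3.61e-06 to 0.260. The 32 tested ABA signaling genes had medians of 0.025, 0.039 and 0.12 (camera, adjusted p = 0.765, 0.765 and 0.940; fry, adjusted p = 0.513, 0.0996 and 0.0808), and that of the ABA signalling genes in brm-3dog1-4 was 0.033 without brm-3dog1-4 replicate 1. Within the list the ABA synthesis gene ZEP (AT5G67030) fell in dog1-4 (log2 fold change -0.997, standard error 0.10, adjusted p = 2.35e-11 from edgeR's quasi-likelihood test) and the phosphatase gene AHG1 (AT5G51760) likewise (log2 fold change -1.10), whereas the transcription factor gene EEL (AT2G41070) rose to 225 ± 41.9 CPM (SD, n = 4) in brm-3dog1-4 against 54.9 ± 11.2 CPM in Col-0.
Translation was represented by the 269 tested genes whose symbol or product names a ribosomal protein and whose product names no organelle. Their median log2 fold change was 0.06 in brm-3, 0.45 in dog1-4 and 0.78 in brm-3dog1-4. Camera gave adjusted p = 0.241, 1.39e-19 and 6.19e-22. In brm-3dog1-4, 182 of these genes were increased and 13 decreased at an adjusted p under 0.05 (edgeR). In dog1-4, 25 also passed the fold change threshold, all of them increased, and in brm-3dog1-4, 105 did so. The genes with the smallest adjusted p were RPS15 (AT1G04270, log2 fold change 1.95 in brm-3dog1-4) and AT3G11510 (2.98). Ribosomal protein genes have near-identical copies between which the counting could divide reads, so single members are uncertain.
Of the whole lists of Supplementary Fig. S2 and the ribosomal genes, camera made 3 calls at an adjusted p under 0.05. They were the ribosomal genes in dog1-4 and brm-3dog1-4 and the glutathione list in brm-3. Fry (limma), which allows for the correlation seen in the data, also called these, but it tests only against no change. In brm-3dog1-4, 5355 of the 10251 tested genes had an unadjusted p under 0.05 (edgeR), so a fry call there does not tell a list from other genes. The interaction of the ribosomal genes did not hold (median 0.28; camera, adjusted p = 5.67e-08; fry, adjusted p = 0.0502). Fry added 9 calls among these lists in the mutants. They were of the auxin and ABA lists in all 3 mutants, of the gibberellin lists in dog1-4 and of the glutathione list in dog1-4 and brm-3dog1-4. Fry also called the interaction of the glutathione list (adjusted p = 0.00487, against 0.0819 with camera). For the ABA lists its adjusted p was 0.0232 in brm-3, 0.013 in dog1-4 and 2.55e-04 in brm-3dog1-4. Without dog1-4 replicate 1 the median of the ABA lists in dog1-4 was -0.01.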

Next, we analyzed the metabolic profiles of *brm-3, dog1-4*, and *brm-3dog1-4* double mutant mature seeds using a nontargeted comparative metabolomics approach based on high-resolution mass spectrometry. Molecular features detected in each single mutant and in the double mutant *brm-3dog1-4* were compared to Col-0 WT. This identified a total of 410, 112, and 418 differentially abundant molecular features (metabolites) in *brm-3/*WT, *dog1-4/*WT, and *brm-3dog1-4*/WT comparisons, respectively (Wilcoxon rank sum test, fold change ≥ 2; *P*-value < 0.05, Supplementary Fig. S1). Among them, 223 were more abundant and 187 were less abundant in *brm-3* in comparison to Col-0 WT. In *dog1-4* mutant, 30 were more and 82 less abundant when compared to the WT. Finally, in the double mutant, 254 metabolites were more, and 164 were less abundant when compared to Col-0 WT, indicating a significant metabolic remodeling in *brm-3* and *brm-3dog1-4* mutants. Assigned masses allowed us to identify a putative molecular formula for 170 out of 410 differentially expressed metabolites for *brm-3/*WT, 37 out of 112 for *dog1-4/WT*, and 143 out of 418 compounds for double mutant (Supplementary Table S1). To visualize the metabolic changes between mutants and the Col-0 WT, we used a chemical enrichment analysis named ChemRICH (Chemical Similarity Enrichment Analysis for Metabolites) according to Barupal and Fiehn (2017), which provides differentially enriched clusters of metabolites families. Such clusters were identified for each mutant separately (Fig. 1E; Supplementary Table S1). For *brm-3*, we detected 26 differentially abundant metabolic families (*P*-value < 0.05), with a decrease in compounds such as phosphatidylcholine, phosphatidylethanolamine, aldehydes, flavonoids, and glucosinolates and an enrichment of indoles, polyunsaturated alkamides, phenols, unsaturated fatty acids, and amides (Fig. 1E). Interestingly, a 1.6 FC (*P*-value = 0.0012) enrichment in glutathione was found in *brm-3* mutant compared to Col-0 WT (Fig. 1F; Supplementary Table S1). Similarly, in the seeds of the *dog1-4* mutant, metabolomic analysis revealed a decrease in flavonoids and peptides levels and an enrichment in phenols and glucosides (Fig. 1E). Interestingly, in *dog1-4* mutant, we found a −2.08 FC decrease (*P*-value = 0.0059) in glutathione enrichment compared to Col-0 (Fig. 1, E and F). In the double mutant *brm-3dog1-4*, we found a broad variety of metabolic families up- or downregulated compared to Col-0 WT. We noticed an enrichment in phospholipids ethers, phenols, saturated and unsaturated lysophosphatidylcholine, lactones, saturated fatty acids, and indoles; and lower levels of phosphatidylcholine, phosphatydylethanolamine, glucosinolates, flavonoids, and glucosides (Supplementary Table S1). Interestingly, as observed for the single mutants, the double mutant glutathione was downregulated compared to the WT (Fig. 1, E and F; Supplementary Table S1), with a FC of −1.85 (*P*-value = 0.00058). We conclude that similarly to RNA-Seq analysis, metabolomic analysis shows that *dog1* enhances metabolic changes in the *brm-3* background as many changes are only visible or more pronounced in the double *brm-3dog1-4* mutant. In addition to untargeted analysis of metabolites, a targeted analysis of soluble sugars and hormones was performed in the mature seeds of the mutants. This analysis showed that ABA levels were slightly reduced in *brm-3* and *dog1-4* mutant seeds while double mutant seeds showed intermediate levels of ABA, with no significant difference to either Col-0 or single mutants (Supplementary Fig. S3A). The small effect on ABA suggests that phenotypic defects observed in *brm-3* and double mutant are probably not driven through ABA. Similarly, analysis of GA levels in dry seeds showed no significant difference for *brm-3* seeds and higher but not significant levels for *dog1-4* and double mutant seeds (Supplementary Fig. S3B). Given the published role of sugars in seed maturation, we also analyzed levels of sucrose, raffinose, and stachyose (Li et al. 2017; Salvi et al. 2022). Seeds of *brm-3* and *brm-3dog1-4* contained significantly higher levels of raffinose and lower levels of sucrose, resulting in increased RFO/sucrose ratio (Supplementary Fig. S4, A to C). Likewise, stachyose levels were also lower in seeds of the *brm-3* single and *brm-3dog1-4* double mutant (Supplementary Fig. S4D). In contrast, seeds of *dog1-4* mutant did not show changes in sugar levels. These results suggest that BRM is implicated in sugar level control in seeds but independently of DOG1 (Supplementary Fig. S4).

In summary, our metabolomic analysis revealed that *brm-3* and *dog1-4* share some common differentially enriched compounds compared to the WT, while much more diverse families of metabolites are differentially enriched in the double mutant, confirming the synergistic action of BRM and DOG1 in seeds biology (Supplementary Fig. S1; Table S1). Interestingly, our data suggest that the glutathione level is controlled by BRM in a DOG1-dependent manner, as it was increased in *brm-3* mutant, while in *dog1-4* and *brm-3dog1-4* double mutant, glutathione was less abundant compared to Col-0 WT seeds (Fig. 1, F and E; Supplementary Fig. S5).

### BRM regulates seed quality and physiology

To assess the BRM and DOG1 effect on seed quality, we first checked the seed size in single and double mutants (Fig. 2, A and B; Supplementary Fig. S6A). The *brm-3* mutant seeds were 20% bigger compared to the WT and the *dog1-4* mutant, with an average size of 0.27, 0.21, and 0.23 mm^2^ for *brm-3*, *dog1-4*, and the WT, respectively (Fig. 2B; Supplementary Fig. S6A). The *brm-3* mutant seeds were also 25% heavier (*P*-value < 0.00095) compared to the WT. In addition, even though *brm-3dog1-4* seeds were not significantly larger than Col-0 WT seeds, double mutant seeds were significantly heavier than Col-0 seeds (Supplementary Fig. S6D). In addition, the germination rate of *brm3* and *brm-3dog1-4* double mutants in the presence of ABA was similar to Col-0 WT seeds (Supplementary Fig. S6C). As previously reported for *brm-3* (Farrona et al. 2007), *brm-3* and *brm-3dog1-4* mutants had significantly reduced seed yield while *dog1-4* mutant did not show a difference compared to the WT (Fig. 2C). Our data suggest that seed quality measured by seed size, weight but not yield is affected by BRM in a DOG1-dependent manner.

**Figure 2.**
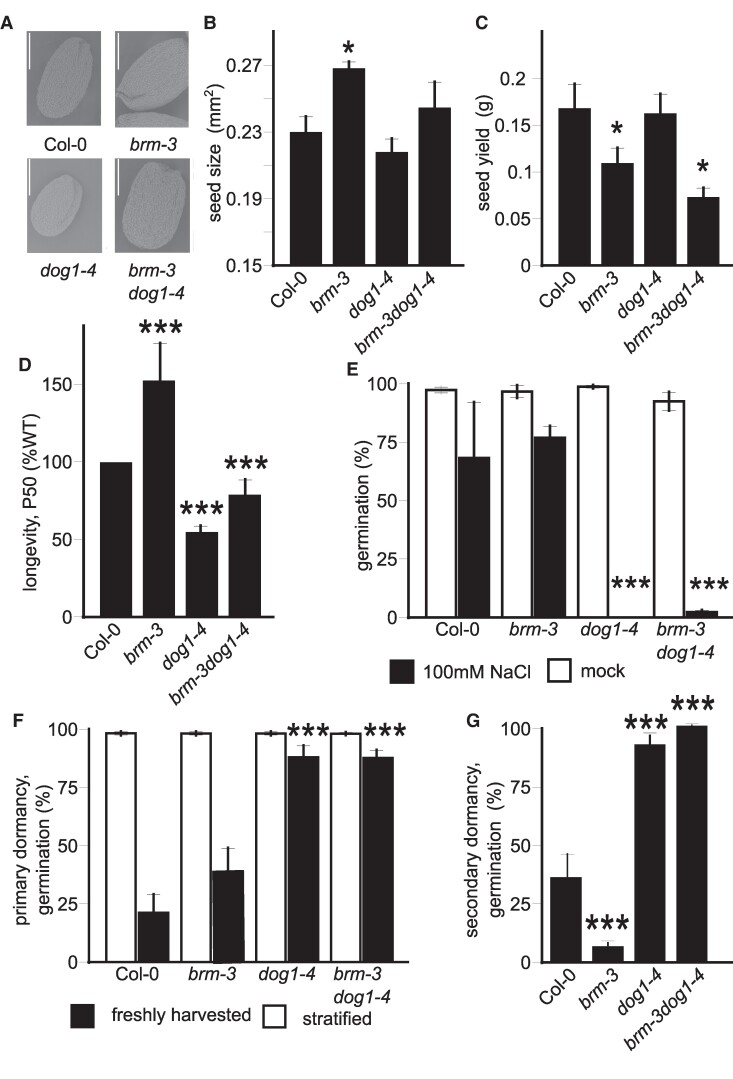
The *brm-3* mutant seeds showed multiple morphological and physiological defects. **A)** Scanning electron visualization of seed from Col-0 WT, *brm-3*, *dog1-4*, and *brm-3dog1-4* mutants. Bar corresponds to 200 nm. **B)** Seeds size analyzed using Boxed robot. **C)** Seed yield analyzed based on total number of seeds produced by mature plants. **D)** Seed longevity analyzed using artificial ageing. **E)** Germination in presence and absence of 100 mm NaCl. **F)** Primary seed dormancy analyzed with freshly harvested seeds. **G)** Secondary dormancy analysis for seed of *brm-3*, *dog1-4*, and *brm-3dog1-4* mutants. Asterisks indicate significant differences compared to Col-0 dry seeds. Statistical analysis applies to all figure panels; *t*-test, *, *P* < 0.05, **, *P* < 0.01 and ***, *P* < 0.0001; *n* = 4, one biological replicate is a mixture of independent 5 plants; error bars represent standard deviation.

Glutathione is one of the main antioxidants in seeds and its level decreases during seed ageing (Ranganathan and Groot 2023). Our metabolomic analysis showed changes in glutathione levels prompting us to analyze the role of BRM in longevity. Seeds of *brm-3* mutant showed increased longevity compared to the WT (Supplementary Fig. S6B), as seen in the analysis of the time required for 50% loss of viability (P_50_, Fig. 2D). As published by Dekkers et al. (2016), we observed that the P_50_ of the *dog1-4* mutant was lower compared to the WT, demonstrating a role of DOG1 in enhancing longevity. Interestingly, the P_50_ of the double mutant *brm-3dog1-4* was only slightly higher than for the single *dog1-4* mutant. In addition, we performed a germination analysis of 4-year-old naturally aged seeds of the tested mutants. This analysis revealed a germination phenotype similar to that observed in artificially aged seeds: the *brm3* mutant showed significantly higher germination rates compared to Col-0 WT seeds, but this effect was suppressed in the *brm-3dog1-4* double mutant (Supplementary Fig. S6E). This suggests that BRM role in seed longevity is partially DOG1-dependent.

As we found BRM affects seed longevity, we were further interested in its effect on seed's vigor. We analyzed salt sensitivity during germination of after-ripened seeds (Fig. 2E). After-ripened seeds of *brm-3* showed no difference in germination in presence of 100 mm NaCl compared to Col-0. In contrast to what has been observed for freshly harvested stratified seeds, the *dog1-4* mutant showed reduced germination when compared to Col-0 WT (Montez et al. 2023). The *brm-3dog1-4* double mutant behaved like the *dog1-4* single mutant suggesting that BRM is not involved in salt-mediated germination delay (Fig. 2E). Given the role of DOG1 in dormancy, we performed primary and secondary dormancy tests on the mutants. Primary dormancy was tested by germination of freshly harvested seeds and secondary dormancy was analyzed on afterripened seeds pre-treated with high temperature in the darkness (Footitt et al. 2015; Krzyszton et al. 2022). In agreement with published results (Krzyszton et al. 2022), we observed that the *DOG1* gene is required for primary as well as secondary dormancy, as the *dog1-4* mutant showed nearly 100% germination of both freshly harvested seeds and seeds induced into secondary dormancy. In contrast, the *brm-3* mutant displayed a stronger secondary but unaffected primary dormancy when compared to Col-0 WT seeds (Fig. 2, F and G), suggesting a specific function of BRM in secondary dormancy regulation. Likewise for *brm-3*, stronger secondary seed dormancy was also observed in *brm-5*, *3xbrd*, and *swp73a*, other *SWI/SNF* subunit mutants (Supplementary Figs. S7 and S8A).

In summary, we showed that BRM is an important regulator of seed biology required for many aspects of seed development and environmental sensing. Our data reveals a genetic requirement of the functional *DOG1* gene for BRM-mediated control of seed longevity and secondary dormancy. The lack of primary seed dormancy defects and stronger secondary seed dormancy observed in *brm-3* and *brm-5* mutants is surprising, as primary and secondary dormancy levels are usually correlated in Arabidopsis mutants (Buijs 2020; Sajeev et al. 2024).

### BRM binds to the *DOG1* 3′ region and regulates *asDOG1* antisense expression

Our genetic analyses suggested that BRM-mediated regulation of secondary dormancy requires the *DOG1* gene. Previously, it has been shown that the *DOG1* gene 3′ end is bound by BRM and BRD in seedlings (Archacki et al. 2016; Yu et al. 2020, 2021a, 2021b; Supplementary Fig. S9, A and B). To confirm BRM binding at the *DOG1* locus in seeds, we performed ChIP-qPCR experiment using a transgenic line expressing BRM-GFP under a native promoter in the background of *brm-1* null mutant (Jarończyk et al. 2021). We observed BRM binding mostly within exon 2 and exon 3 of the *DOG1* gene, matching the location of previously described by us antisense lncRNA *DOG1* promoter (Fig. 3A). This suggests that BRM could control the *DOG1* gene expression in seeds via as*DOG1* (Fedak et al. 2016).

**Figure 3.**
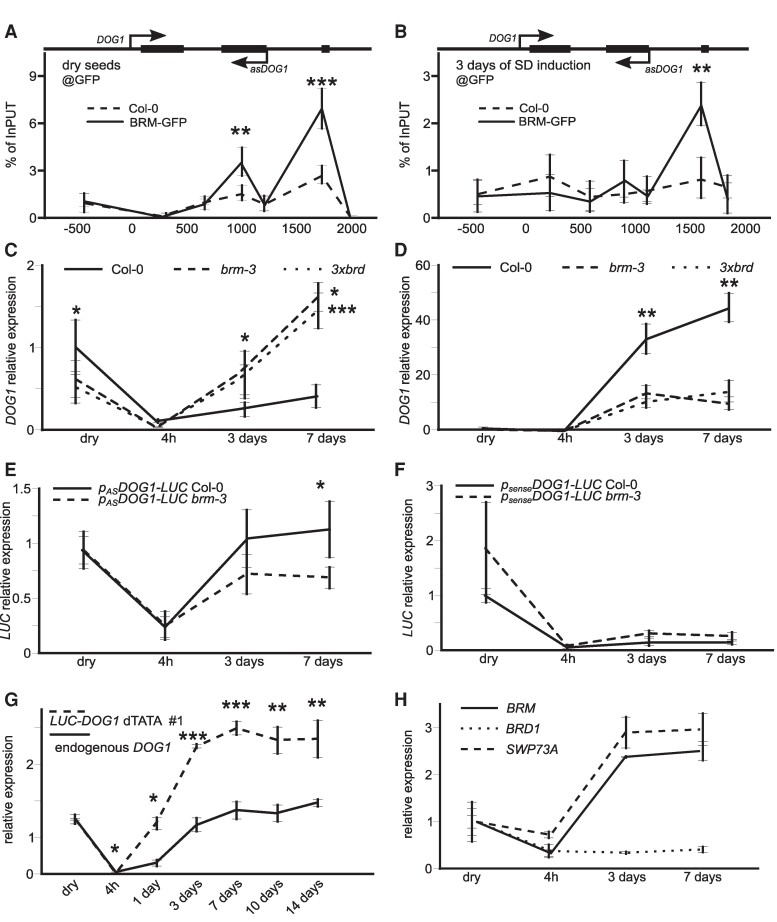
BRM directly regulates *DOG1* antisense transcription to control seed secondary dormancy. **A)** BRM ChIP-qPCR in dry seeds and **B)** seeds subjected to 3 days of secondary dormancy induction. Col-0 and BRM-GFP *brm-1* seeds were analyzed using GFP antibodies. The *x*-axis shows beginning of amplicon relative to TSS, TSS = 0. Percent of input normalized to PP2A gene region. **C)** RT-qPCR analysis of *DOG1* sense and **D)** antisense transcripts in Col-0, *brm-3*, and *3xbrd* mutants during secondary dormancy induction; **E)** RT-qPCR analysis of reporter lines activity during secondary dormancy induction for *p_sense_DOG1-LUC* and **F)**  *p_AS_DOG1-LUC* lines in Col-0 and *brm-3* background. **G)** RT-qPCR for endogenous and *LUC-DOG1*-*deltaTATA* line activity during secondary dormancy induction shows that inactivation of *asDOG1* results in stronger induction of *DOG1* during secondary dormancy induction. **H)** BRM, SWP73A, and BRD1 genes expression analysis during SD induction in *Arabidopsis* seeds. RT-qPCR analysis in **C** to **H)** is normalized using *UBC21* gene. Statistical analysis applies to all figure panels, *t*-test, *, *P* < 0.05, **, *P* < 0.01 and ***, *P* < 0.0001; *n* = 4, one biological replicate is a mixture of independent 5 plants; error bars represent standard deviation.

In nondormant dry seeds, BRM was bound at exon 2 and exon 3 regions (*asDOG1* promoter), similar to genome-wide ChIP data from Arabidopsis seedlings (Fig. 3B; Supplementary Fig. S9). During SD induction, BRM was predominantly bound at exon 3 (Fig. 3B). This suggests that secondary dormancy induction may lead to changes in the way BRM controls *DOG1* sense and antisense expression. This is in agreement with our phenotypic analysis (Fig. 2G; Supplementary Fig. S7) that demonstrated that *brm-3* seeds show an enhanced propensity to enter secondary dormancy while seeds collected from *brm-3dog1-4* double mutant are unable to enter dormancy.

Next, we performed RT-qPCR analysis of *DOG1* gene expression in the Col-0 WT and selected mutants during secondary dormancy induction. Upon imbibition at 4 h, we observed a strong *DOG1* mRNA reduction followed by a gradual rebuild of *DOG1* mRNA levels during secondary dormancy induction (Fig. 3C). This is in agreement with previously published by us and others’ results (Buijs 2020; Krzyszton et al. 2022; Sajeev et al. 2024). Interestingly, we observed a much stronger increase in *DOG1* mRNA levels in *brm-3* mutant (Fig. 3C). To test if the observed BRM role in *DOG1* expression regulation during secondary dormancy induction requires activity of the whole BAS complex, we used a single *swp73a* and a triple *BRD1/2/13* (*3xbrd*) mutant that both are components of BAS SWI/SNF complex (Guo et al. 2022a, 2022b; Fu et al. 2023). We observed hyper activation of *DOG1* expression in *3xbrd* and *swp73a* mutant seeds (Fig. 3C; Supplementary Fig. S8B) that was very similar to the one observed in *brm-3*. We also note a stronger dormancy phenotype during secondary dormancy induction for *3xbrd* and *swp73a* mutants (Supplementary Figs. S7 and S8A). The observed upregulation of *DOG1* expression in the *brm-3*, *swp73a*, and *3xbrd* mutants suggests a previously unrecognized role for BRM and the SWI/SNF BAS complex in the suppression of *DOG1* expression during secondary dormancy establishment. Gene expression analysis showed an increase in the mRNA levels of the *BRM* and *SWP73A* genes but not for *BRD1*, suggesting that the main SWI/SNF subunits are co-induced with *DOG1* gene during secondary dormancy establishment. However, BRM expression was not affected in *dog1-4* mutant compared to Col-0 WT seeds during induction (Supplementary Fig. S10A). Thus, our genetic and RT-qPCR analyses suggested that BRM function upstream of the DOG1 gene.

In parallel to sense transcript expression during secondary dormancy induction, we analyzed *asDOG1* transcript levels. Similarly, to sense transcript expression, we observed a gradual accumulation of antisense transcript during dormancy induction (Fig. 3D). All *brm-3*, *swp73a*, and 3x*brd* mutants showed a clear reduction in the levels of *asDOG1* expression when compared to the Col-0 seeds at later stages of dormancy induction (Fig. 3D; Supplementary Fig. S9C). Together with BRM binding at *DOG1* 3′ end this suggests that BRM directly regulates *asDOG1* transcription. To test this possibility, we used the p*_AS_DOG1*promoter-driven IRES-LUC reporter line and crossed it with the *brm-3* mutant. RT-qPCR using LUC primers showed significant downregulation of *LUC* transcript in *brm-3*, suggesting that BRM directly regulates *asDOG1* promoter activity (Fig. 3F).

### BRM regulation of *DOG1* gene expression requires *asDOG1*

Observed by us direct regulation of *DOG1* antisense expression by BRM and the lack of BRM binding to canonical *DOG1* promoter suggested a model where BRM regulates *DOG1* sense expression through *DOG1* antisense. To test this model, we first asked if BRM can regulate *DOG1* expression in the absence of as*DOG1*. We used a previously published (Fedak et al. 2016) transgenic truncated *DOG1* gene (*_pDOG1_shDOG1::LUC*) with an antisense promoter deleted and crossed it to a *brm-3* mutant (Fig. 3E). Importantly, no significant differences were observed between Col-0 and *brm-3*, suggesting that BRM is unable to regulate the *DOG1* gene expression when the *DOG1* 3′ region is removed. Surprisingly, *p_DOG1_shDOG1::LUC* did not show the induction of expression that we observed for endogenous sense mRNA.

Therefore, the inability of BRM to regulate the *DOG1* gene with antisense deleted (*p_sense_DOG1-LUC*), together with the fact that in *brm-3* mutant *p_AS_DOG1* activity is suppressed, suggest that BRM acts through antisense. The fact that *p_sense_DOG1-LUC* transgene did not recapitulate endogenous *DOG1* sense expression inductions suggests that some of the elements required for *DOG1* induction upon secondary dormancy induction are located in regions deleted in the construct.

To test this possibility, we took advantage of a set of TATA mutations shown by us previously to greatly reduce *asDOG1* transcript expression (Yatusevich et al. 2017). We engineered these mutations in an antisense promotor of the *DOG1* genomic reporter construct creating *LUC-DOG1-deltaTATA* transgenic lines. RT-qPCR analysis using primers that amplify only transgene-originating *DOG1* mRNA showed that removal of antisense transcription indeed resulted in strong upregulation of *DOG1* sense transcript at early stages of dormancy induction (Fig. 3G; Supplementary Fig. S11, A and B). Together the transgenes analysis shows that BRM requires *asDOG1* to control *DOG1* expression during secondary dormancy induction and that *asDOG1* acts as negative regulator of *DOG1* expression during secondary dormancy establishment. Similar to *brm-3* and *brm-5* mutants, transgenic *LUC-DOG1* lines carrying dTATA mutations showed stronger secondary seed dormancy compared to the WT *LUC-DOG1* lines, confirming *asDOG1* acts as a negative regulator of *DOG1* expression during secondary dormancy (Supplementary Fig. S11C).

BRM is part of the SWI/SNF complex and our data show that both BRM and another SWI/SNF complex subunits—BRDs are implicated in seed secondary dormancy control through *asDOG1* antisense transcript promoter regulation. SWI/SNF is a chromatin remodeling complex that utilizes ATP to remodel chromatin at target loci (Mashtalir et al. 2018). To test if BRM-mediated regulation of *DOG1* sense expression through *asDOG1* is accompanied by DNA accessibility changes, we performed FAIRE (Formaldehyde-Assisted Isolation of Regulatory Elements) during secondary dormancy induction (Omidbakhshfard et al. 2014). On the third day of secondary dormancy induction, *brm-3* showed a marked increase in DNA accessibility using FAIRE at the end of exon 2 compared to dry seeds (Fig. 4, A and B). This increase was even more pronounced in the last intron and exon 3 of the *DOG1* region on the 5th day of induction, centering around the *DOG1* antisense promoter region (Supplementary Fig. S8D). This region colocalized with the BRM binding site identified in ChIP experiments (Figs. 3, A and B; 4, A and B; Supplementary Fig. S8, C and D). In agreement with BRM involvement in *DOG1* regulation during secondary dormancy, the FAIRE experiment in dry seeds failed to detect a localized increase at *DOG1* 3′ end in *brm-3* compared to Col-0 WT dry seeds (Fig. 4A). Thus, this suggests that during secondary dormancy induction, BRM is directly bound at *DOG1* 3′ end and locally remodels chromatin presumably to regulate *asDOG1* expression. This is consistent with the *asDOG1* requirement for BRM's ability to suppress *DOG1* gene expression during secondary dormancy induction.

**Figure 4.**
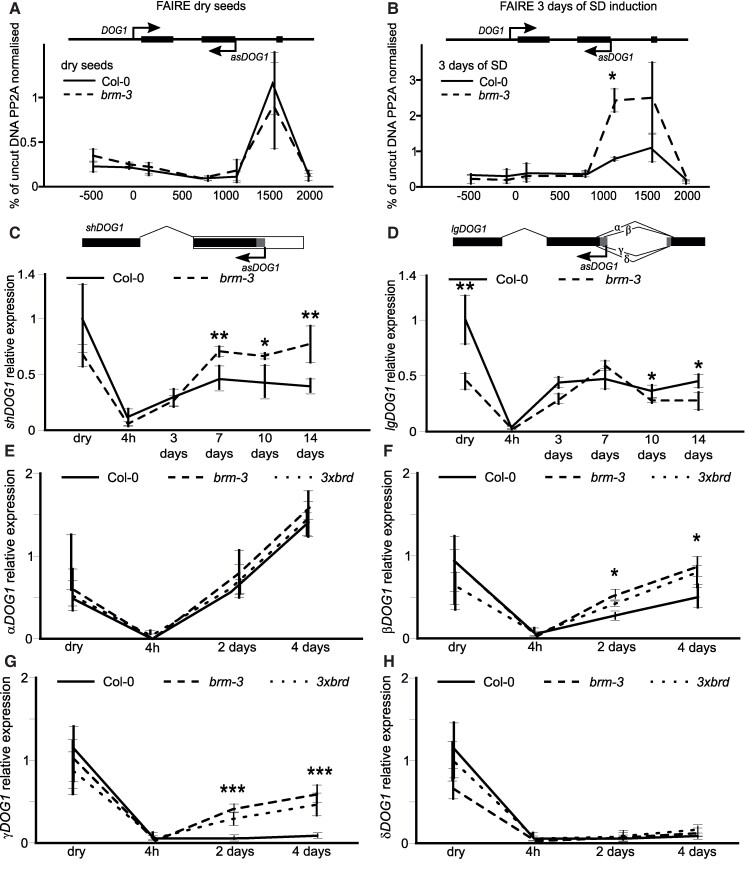
The *brm3* mutant shows enhanced chromatin accessibility at *DOG1* 3′ end during secondary dormancy induction. **A)** FAIRE in Col-0 and *brm-3* seeds on the 3rd day and **B)** 5th day of secondary dormancy induction. Chromatin accessibility at *DOG1* shown as % recovery to noncrosslinked samples (UNFAIRE) and relative to PP2A. The *x*-axis shows beginning of amplicon relative to TSS, TSS = 0. **C** to **F)** RT-qPCR analysis of *α-, β-, γ-*, and *δ-DOG1* mRNA splicing forms during secondary seed dormancy induction. Transcript level of short **G)** and long **H)** polyadenylated *DOG1* mRNA forms The *x*-axis shows time/days of secondary dormancy induction. Statistical analysis applies to all figure panels; *t*-test, *, *P* < 0.05, **, *P* < 0.01 and ***, *P* < 0.0001; *n* = 4, one biological replicate is a mixture of independent 5 plants; error bars represent standard deviation.

### BRM affects *DOG1* splicing and polyadenylation

To gain a deeper understanding of *DOG1* regulation by BRM, we analyzed the misregulation of *DOG1* splicing and polyadenylation in *brm-3* seeds during the induction of secondary dormancy. Our RT-qPCR analysis examined early time points (2- and 4-days postinduction) for splicing and up to 14 days postinduction for polyadenylation. We detected increased levels of the short proximally polyadenylated *DOG1* mRNA (*shDOG1*), but not the long form (*lgDOG1*), during secondary dormancy induction in *brm-3* (Fig. 4, C and D). We also found a significant increase in *β* (beta) and *γ* (gamma) *DOG1* mRNA splicing forms in *brm3* mutants compared to Col-0 seeds (Fig. 4, E to H). Increased *β*, *γ*, and *shDOG1* were not only observed in *brm-3* but also in *3xbrd* mutant, suggesting that they are a result of BRM activity linked to the SWI/SNF complex. The increase in *β*, *γ*, and *shDOG1* mRNA is consistent with the observed stronger *brm-3* mutant secondary seed dormancy phenotype as *shDOG1* has been reported to be the predominant *DOG1* isoform that can complement the *DOG1* mutant phenotype and *β* and *γ* mRNA isoforms lead to production of the same protein as encoded by *shDOG1*. Interestingly, in the *ntr1* mutant, known as a spliceosome disassembly factor (Dolata et al. 2015), we observed a significant reduction in *αDOG1* mRNA splicing forms, while other *β*, *γ*, and δ splicing forms showed similar kinetics to one observed in Col-0 WT (Supplementary Fig. S15). The differential effect of *brm-3* and *ntr1* on *DOG1* splicing suggests that BRM does not control *DOG1* splicing through NTR1.

## Discussion

### BRM-containing SWI/SNF complex controls seed physiological quality

We show that *brm-3* mutants exhibit multiple seed-related phenotypes, including enlarged seed size, reduced seed yield, increased seed longevity, and enhanced secondary dormancy induction but no change in primary dormancy or germination in the presence of salt (Fig. 2; Supplementary Fig. S14). Given the central role of the *DOG1* gene in seed biology as well as BRM binding to *DOG1* locus, we tested the interplay of *BRM* and *DOG1* genes in seeds. We found that some of the *brm-3* mutant phenotypes are genetically dependent on *DOG1* gene as a double mutant of *brm-3dog1-4* shows a reversal of the longevity and secondary dormancy phenotypes (Fig. 2). 

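Of the genes differentially expressed in brm-3, 11.9% met both parts of the rule for dependence on DOG1, from 9.34% without brm-3 replicate 3 to 14.8% without brm-3 replicate 2. Of the genes meeting both parts, 18 had an interaction between the mutations at an adjusted p under 0.05 in edgeR and 19 did not. Simulations show what the rule gives without dependence. Where brm-3dog1-4 kept the change of brm-3, no gene met both parts, and 5.5 on average met the rule without the test. Where the changes of the single mutants were added, 3.62% of the brm-3 genes met both parts if only changes at an adjusted p under 0.05 were added, and 7.35% if all estimated changes were.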

Transcriptomic analysis in dry seeds showed that around 20% of genes misregulated in *brm-3* are *DOG1* gene-dependent as *dog1-4* mutation can partially or fully suppress the *brm* mutation effect on their expression in the *brm-3dog1-4* double mutant (Fig. 1D). In addition, we observed a pronounced misregulation of gene expression in the double *brm-3dog1-4* double mutant (Fig. 1A) which suggests a synergistic function in the case of the majority of affected genes.

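Of the 1868 DEGs of brm-3dog1-4, 1225 (65.6%) were DEGs in neither single mutant, and 694 passed an adjusted p under 0.05 in neither single mutant at any fold change. Simulated additive changes gave 28.1% of the DEGs of brm-3dog1-4 in neither single mutant when only changes at an adjusted p under 0.05 were added, and 50.0% when all estimated changes were added. Compared directly, 1204 genes were DEGs between brm-3dog1-4 and brm-3, and 779 between brm-3dog1-4 and dog1-4.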

### Longevity and metabolite accumulation

GO terms analysis among differentially regulated genes suggested changes in genes involved in the biosynthesis of metabolites known to be important in seed biology (Supplementary Table S1) that were mostly consistent with changes observed in seed metabolome analysis (Supplementary Fig. S1, A and B). RNA-Seq data showed that genes related to glutathione metabolism were enriched among genes downregulated in *brm-3dog1-4* double and *dog1-4* single mutant and upregulated in single *brm-3* mutant (Supplementary Figs. S2 and S5). This is consistent with our metabolomic analysis that showed an increase in *brm-3* and lower levels of glutathione in *dog1-4* and *brm-3dog1-4* mutants (Fig. 1F; Supplementary Fig. S5). 

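Of the 33 genes of glutathione metabolism and ROS control in Supplementary Fig. S2B, 23 were tested. In brm-3 their median log2 fold change was 0.42 (camera in limma, adjusted p = 0.00287), or 0.38 with the gene at the floor set to its bound. It was -0.07 in dog1-4 (adjusted p = 0.0802) and 0.54 in brm-3dog1-4 (adjusted p = 0.142), by the same camera test. Fry (limma) gave an adjusted p of 0.000157 in dog1-4 and 4.28e-05 in brm-3dog1-4, both toward higher levels. With only genes of at least 10 counts in every library, the median in brm-3dog1-4 was 0.0031 (camera, adjusted p = 0.529, the highest of the alternatives, which ran from 4.28e-05 with fry). Of the 35 splits of the 8 libraries, 3 gave a camera p as small as the brm-3 comparison did. In the single mutant brm-3, 10 genes were increased and 2 decreased at an adjusted p under 0.05 over all tested genes (edgeR), or 13 and 5 adjusted over the list alone. In dog1-4, 8 were increased and 1 decreased under both adjustments, and in brm-3dog1-4, 11 and 7. The list was chosen by the study, so counts over the list alone are not independent evidence. Members thus went both ways, and for dog1-4 the set test pointed to higher levels while the median was slightly negative. The result in brm-3 moved most when only genes with at least 10 counts in every library were kept, to a median of 0.35 (camera, adjusted p = 0.160, in a range over the alternatives from 4.91e-06 to 0.160). Without dog1-4 replicate 3 the median in dog1-4 was 0.04. For the glutathione and ROS list in dog1-4 the adjusted p was 0.0375 without Col-0 replicate 2 and 0.0432 without dog1-4 replicate 4 (camera in limma, up to 0.132 with other libraries left out). The interaction was negative in the median (-0.21; camera, adjusted p = 0.0819; fry, adjusted p = 0.00487), with 6 genes at an adjusted p under 0.05 at a negative sign. GSTF2 (AT4G02520), after GSTU19 the member with the smallest adjusted p in any mutant, rose in brm-3 (log2 fold change 0.36), dog1-4 (0.97) and brm-3dog1-4 (0.94); it has near-identical relatives, so its counts are uncertain.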

Given the published link between glutathione level, dormancy, and longevity in Arabidopsis (Cairns et al. 2006; Nguyen et al. 2015; Koramutla et al. 2021), we note that the observed changes in glutathione level are probably responsible for the observed *DOG1* gene-dependent partial increase in longevity of *brm-3* mutant. This observation is corroborated by the previously suggested positive role of *DOG1* in longevity based on analysis of natural variation and *DOG1* NIL line analysis (Nguyen et al. 2012).

Changes in soluble sugar contents have been suggested to be involved in germination and longevity regulation (He et al. 2016). In legume species, a correlation between lower seed storability and a lower ratio between RFO and sucrose has been reported (Pereira Lima et al. 2017). While in Arabidopsis, this correlation remains unclear, as an increase in the RFO/sucrose ratio was not found to be correlated with seed vigor (Bentsink et al. 2000; Li et al. 2017). We found a significant decrease in the RFO/sucrose ratio in both single *dog1-4*, *brm-3*, and double mutants (Supplementary Fig. S4B). However, there is no significant difference in this ratio between *dog1-4* and *brm-3* mutants, despite the difference in seed longevity between them. Thus, our data suggest that in Arabidopsis, there might be no direct link between RFO and seed longevity. However, it is interesting to further investigate galactinol contents as it has been linked to seed biology and has not been measured by us (De Souza Vidigal et al. 2016).

In addition, in dry *brm-3* mutant seeds, we observed significant alterations in various classes of tryptophan-derived metabolites, including auxin, camalexin, and indole-glucosinolates. 

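Among the genes of tryptophan-derived metabolites, MYB34 (AT5G60890), MYB51 (AT1G18570), MYB122 (AT1G74080) and CYP79B3 (AT2G22330) had too few counts for the edgeR test. They had 17, 18, 6 and 3 counts in total over the 16 libraries, none of them in Col-0. In brm-3 MYB34 had 0 to 2 counts per library (exact permutation test against Col-0, two-sided p = 0.429) and the others 0 to 1. In brm-3dog1-4 MYB34 had 2 to 4 (exact permutation test, two-sided p = 0.0286). MYB51 had 0 to 8 there (exact permutation test, two-sided p = 0.143). MYB122 had 0 to 4 (exact permutation test, two-sided p = 0.429) and CYP79B3 0 to 2. No fold change is given at such low counts. The nitrilase genes were measurable. NIT2 (AT3G44300) rose from 24 ± 6.9 to 141 ± 21.5 CPM (SD, n = 4 each) in brm-3 (log2 fold change 2.60, standard error 0.21, adjusted p = 1.38e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NIT3 (AT3G44320) fell (log2 fold change -0.66, adjusted p = 0.0155 from edgeR), with an adjusted p of 0.114 without Col-0 replicate 1 and 0.0795 in DESeq2. NIT1 (AT3G44310) and NIT4 (AT5G22300) did not pass the test in brm-3 (log2 fold changes 0.25 and 0.51, adjusted p = 0.257 and 0.101 from edgeR). NIT1, NIT2 and NIT3 are similar neighboring genes, so reads could have been divided between them.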

The deregulation of genes involved in the tryptophan-derived metabolite pathways (such as *MYB34*, *MYB51*, MYB122, *NITs*, *ARFs*, and *CYP79B3*) in the *brm* mutant may contribute to the observed auxin-related phenotypes and reduced seed yield of *brm-3* (Supplementary Fig. S2B). While camalexin and indole-glucosinolates are recognized as plant-defensive secondary compounds against pathogens and herbivores (Stotz et al. 2011; Nguyen et al. 2020), their specific biological roles in seeds dormancy remain to be fully elucidated.

### The role of BRM in glutathione accumulation in seed is *DOG1*-dependent

Glutathione is an important player in redox signaling and is involved in protection against excessive oxidation in multiple plant tissues (Mhamdi et al. 2010). 

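GPX1 (AT2G25080) was counted at 67.2 ± 3.45 CPM (SD, n = 4) in Col-0 and 90.1 ± 6.41 CPM (SD, n = 4) in brm-3 (log2 fold change 0.42, standard error 0.12, adjusted p = 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not detectably changed in dog1-4 (log2 fold change -0.05, adjusted p = 0.845 from edgeR) or in brm-3dog1-4 (-0.22, adjusted p = 0.133). GPX6 (AT4G11600) rose from 1349 ± 127 to 1818 ± 175 CPM (SD, n = 4 each) in brm-3 (log2 fold change 0.43, standard error 0.10, adjusted p = 0.00283 from edgeR). It was unchanged within error in dog1-4 (log2 fold change -0.07, adjusted p = 0.699 from edgeR) and lower in brm-3dog1-4 (log2 fold change -0.64, standard error 0.10, adjusted p = 5.98e-07 from edgeR). The interaction was -0.59 for GPX1 (adjusted p = 0.0191 from edgeR) and -1.001 for GPX6 (adjusted p = 1.97e-06). The change of GPX1 in brm-3 had an adjusted p of 0.0521 without brm-3 replicate 4, and its interaction one of 0.0616 without brm-3dog1-4 replicate 2 (edgeR). Neither gene reached an absolute log2 fold change of 1 in any mutant.

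**Figure D3:**
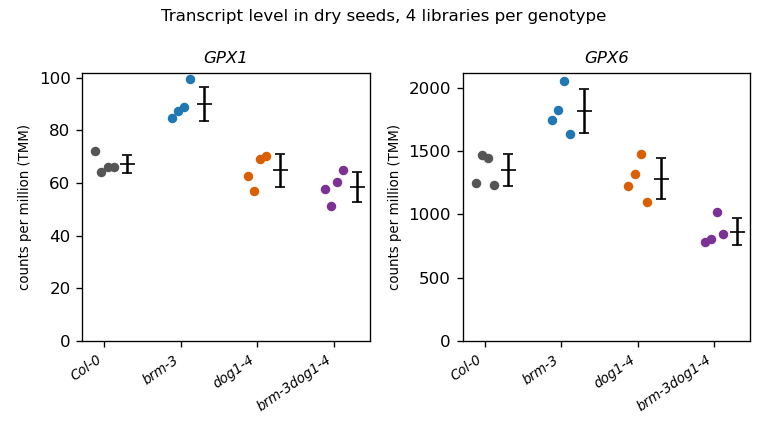
GPX1 and GPX6 transcript levels in CPM (y axis, TMM normalized) for the 4 genotypes (x axis); points are libraries and bars the mean ± SD of 4. All 4 brm-3 libraries lie above the 4 Col-0 libraries for both genes, while dog1-4 overlaps Col-0.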

Accumulation of oxidative damage during dry seed storage is probably the most important factor behind deterioration of seed quality and eventually loss of viability determining seed longevity (Kumar et al. 2015).Our transcriptomic analysis showed that genes related to glutathione metabolism were misregulated in *brm-*3 mutant in the opposite direction to changes observed in *dog1-4* mutant, including *GPX1* and *GPX6* that are responsible for glutathione biosynthesis. We also observed multiple other misregulated genes in different pathways related to glutathione synthesis, degradation, and recycling. Genes coding for GLUTATHIONE S-TRANSFERASEs: GSTU9, GSTU10, GSTU11, GSTU12, and GSTU19 were significantly upregulated (FDR < 0.05, FC > 2) in mature seeds of *brm-3* mutant compared to Col-0 WT seeds (Fig. 1F; Supplementary Figs. S2 and S5). 

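GSTU19 (AT1G78380) had 279 ± 45.6 CPM (SD, n = 4) in Col-0 and 392 ± 25.9 CPM (SD, n = 4) in brm-3 (log2 fold change 0.49, standard error 0.10, adjusted p = 2.74e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GSTU9 (AT5G62480) had 52.2 ± 7.82 CPM (SD, n = 4) in Col-0 and 40.4 ± 4.73 CPM (SD, n = 4) in brm-3, a difference in the other direction that did not pass the test (log2 fold change -0.36, adjusted p = 0.111 from edgeR). GSTU12 (AT1G69920) had 0 to 2 counts in each Col-0 library and 1 to 12 in each brm-3 library. Its adjusted p was 0.0642 from edgeR (exact permutation test, two-sided p = 0.171). The lower bound of 1.3-fold rests on brm-3 replicate 4, at a log2 CPM of 3.01, where the other brm-3 libraries had 0.68 to 1.48. With all genes of at least 1 count tested the adjusted p of GSTU12 was 0.0422, in a range over the alternatives from 0.0422 to 0.169 (edgeR and DESeq2). Single libraries decided the call of GSTU12 in brm-3, as its adjusted p was 0.0284 without Col-0 replicate 2, 0.0273 without brm-3 replicate 2 and 0.519 without brm-3 replicate 4 (edgeR). GSTU10 (AT1G74590) and GSTU11 (AT1G69930) had too few counts to be tested. GSTU10 had 0 to 1 counts per library in Col-0 and 0 to 8 in brm-3 (exact permutation test, two-sided p = 0.429). GSTU11 had 0 to 1 and 3 to 8 counts and was at least 1.4-fold higher in brm-3 (exact permutation test, two-sided p = 0.0286). In brm-3dog1-4 GSTU12 was at least 4.71-fold, GSTU10 at least 3.57-fold and GSTU11 at least 3.03-fold higher than Col-0, although GSTU11 ran from 0 to 33 counts there (exact permutation test, two-sided p = 0.143). The GSTU genes form a family with tandem copies, between which the counting could divide reads, so values of single members are uncertain.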

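In dog1-4, GSTU9 fell to 33.4 ± 4.33 CPM (SD, n = 4; log2 fold change -0.62, standard error 0.16, adjusted p = 0.00289 from edgeR's quasi-likelihood test), whereas GSTU19 rose to 471 ± 40.8 CPM (SD, n = 4; log2 fold change 0.76, standard error 0.10, adjusted p = 1.95e-08 from edgeR). GSTU10, GSTU11 and GSTU12 had 0 counts in all 4 dog1-4 libraries, where 0 counts allow up to 3 counts per library, so a decrease from the few counts in Col-0 was not detectable.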

No consistent change of the transcript levels of these genes were observed in *dog1-4* seeds.

In agreement with the observed deregulation of glutathione-related transcripts, we observed a higher level of glutathione in the *brm-3* mutant, and depletion in *dog1-4* and double mutant compared to Col-0. Those results are concordant with the reduced longevity in both *dog1-4* and double mutant, and the increased longevity of the *brm-3* mutant.

### ABA and GA hormonal signaling in *brm-3* mutant seeds during SD

Our analysis of hormone levels in dry seeds revealed relatively minor differences in the single mutants *brm-3* and *dog1-4* regarding GA and auxin content (Supplementary Fig. S3, B and C). 

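Of the 35 genes of auxin, camalexin and glucosinolate metabolism in Supplementary Fig. S2B, 14 were tested, and their median log2 fold change was 0.11 in brm-3dog1-4 (camera in limma, adjusted p = 0.388). At an adjusted p under 0.05 over all tested genes (edgeR), 6 were increased and 1 decreased there, and the same numbers were found adjusted over the list alone. In brm-3 the median was 0.09 with 1 gene increased and 1 decreased, and in dog1-4 it was 0.32 with 3 increased. The study chose the list, so the count over the list alone is not independent evidence. With all genes of at least 1 count tested the median in brm-3dog1-4 was 0.70 (camera, adjusted p = 0.0207), and that in brm-3 0.41 (camera, adjusted p = 0.00825, over the alternatives up to 0.426). Over the alternatives the adjusted p in brm-3dog1-4 ran from 0.0130 with fry (limma), a test added for this list after seeing the data, to 0.705. With only genes of at least 10 counts in every library the median there was -0.02. Among the members NIT2 was at 121 ± 25.6 CPM (SD, n = 4) in brm-3dog1-4 (log2 fold change 2.402, standard error 0.21, adjusted p = 2.90e-09 from edgeR) and NIT4 at 11.8 ± 0.826 CPM, with a log2 fold change of -0.42 (adjusted p = 0.111 from edgeR).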

Interestingly, we observed a significantly elevated auxin level in the *brm-3 dog1-4* double mutant (Supplementary Fig. S2C), correlating with increased expression of auxin pathway genes (Supplementary Fig. S7B). A slight reduction in ABA levels was detected in *dog1-4* and slightly in the double mutant (Supplementary Fig. S3A). Members of the SWITCH2 (SWI2)/SNF2 chromatin remodeling complexes play a role in seed germination under ABA treatment. BRAHMA (BRM) directly suppresses the expression of ABI5 and, consequently, the *brm-3* mutant exhibits increased ABA sensitivity during seed germination (Han et al. 2012). The role of ABA and its signaling pathway in seed biology has been extensively studied, including its role in secondary seed dormancy establishment (Auge et al. 2015; Ibarra et al. 2016).

In agreement with published results, we have previously reported that quadruple *nced2569* mutant failed to enter into secondary dormancy (Lefebvre et al. 2006; Krzyszton et al. 2022). Here, we show that *nced2569* shows no defect in *DOG1* expression during secondary dormancy induction when compared to Col-0 seeds (Supplementary Fig. S10B). Also, analysis of the expression of genes related to ABA biosynthesis and catabolism (*NCED4/5* and *CYP707A2*) showed only minor fluctuations during secondary dormancy induction in Col-0 seeds and no major differences when compared to *brm-3* or *dog1-4* mutants (Supplementary Figs. S12A and S13A). In contrast, we observed a strong induction of *RGL1*, *RGL2*, and *GAI* genes—known negative regulators of the GA pathway, during secondary dormancy induction. Interestingly, *RGL1* and *RGL2* but not *GAI* showed strong upregulation in *brm-3* mutant when compared to the WT seeds during dormancy induction (Supplementary Fig. S12B). In contrast, in *dog1-4* mutant, only *RGL1* and *GAI* genes were induced (Supplementary Fig. S13B). While we did not analyze the levels of gibberellins during secondary dormancy induction, this may suggest a role of GA catabolism genes rather than ABA in enhanced secondary dormancy induction in *brm-3* (Ibarra et al. 2016; Chang et al. 2018) and required functional *DOG1*.

### BRM controls secondary seed dormancy through *DOG1* antisense

In agreement with the genetic interplay between *BRM* and *DOG1* genes, we detected direct BRM binding to exon 2 and exon 3 of the *DOG1* gene in dry seeds. Interestingly, during secondary dormancy induction, BRM binding increased toward the 3′ end of the *DOG1* locus (Fig. 3, A and B). Together with the observed deregulation of the *DOG1* gene expression and changes in chromatin accessibility, this suggests that BRM controls secondary dormancy directly through *DOG1*. Primary and secondary dormancy are intrinsically linked and multiple factors including DOG1, AFP2, ABI5, and ABI3 have been shown to affect both primary and secondary dormancy (Han et al. 2012; Ibarra et al. 2016; Chang et al. 2018). Here, we show that BRM is specifically implicated in secondary but not primary dormancy control. To the best of our knowledge, this is the first example of where a factor is required only for secondary but not primary seed dormancy.

DOG1 is a known positive regulator of dormancy (Bentsink et al. 2006). Here, we show that during secondary dormancy induction, sense *DOG1* transcript is induced (Fig. 3C). This is in agreement with published by us and others requirement of functional *DOG1* gene for secondary dormancy establishment (Ibarra et al. 2016; Krzyszton et al. 2022; Sajeev et al. 2024). Our data show that in *brm-3* seeds, *DOG1* transcript is upregulated while *asDOG1* is downregulated during secondary dormancy induction, when compared to Col-0 (Fig. 3, C and D). We also observe BRM binding to *DOG1* 3′ end region, and that BRM regulates *asDOG1* but not *DOG1* sense promoter activity during secondary dormancy establishment (Fig. 3). Supporting a direct role of BRM in control of *asDOG1* we observed increased DNA accessibility at *asDOG1* promoter region of the *DOG1* locus in *brm-3* mutant during secondary dormancy establishment (Fig. 4A). Interestingly, BRM binds to the 3′ end region of selected DEGs involved in ABA and GA pathways (such as *RGL3*, *NCED4*, and *CYP707A1*) (Supplementary Table S2).

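In dry seeds RGL3 (AT5G17490) was at 27 ± 1.64 CPM (SD, n = 4) in Col-0 and 12.5 ± 3.4 CPM (SD, n = 4) in brm-3 (log2 fold change -1.11, standard error 0.20, adjusted p = 5.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at a similarly low level in brm-3dog1-4 (log2 fold change -1.18). NCED4 (AT4G19170) fell in brm-3 (log2 fold change -0.57, adjusted p = 7.83e-04 from edgeR), in dog1-4 (-0.52, adjusted p = 0.00143) and further in brm-3dog1-4 (-1.98, adjusted p = 9.96e-17). CYP707A1 (AT4G19230) had 52 counts in total over the 16 libraries and was not tested. Supplementary Table S3 has 67 entries for genes bound by BRM with opposite directions in the mutants, which are 60 genes, as 7 are listed in 2 groups. Only 15 of these genes were tested. By the sign of the estimates 11 (73.3%) had both directions that the table states, 3 of them at an adjusted p under 0.05 in both mutants. The 11 include GSTU12, with 0 counts in dog1-4, where a decrease was not detectable. With all genes of at least 1 count tested, 63 of the 67 entries had both directions. The group listed as decreased in brm-3 and increased in brm-3dog1-4 had 4 tested genes, none with both directions (RCAR3, RGL3, NCED4 and CYP707A2).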

Previous research has shown that *asDOG1* is a negative regulator of *DOG1* expression, as its deletion results in high *DOG1* expression (Fedak et al. 2016; Yatusevich et al. 2017). BRM appears to positively control antisense, thus also negatively regulating *DOG1* gene expression (Figs. 4 and 5). The mechanism of *DOG1* silencing by its antisense, aka *1GOD*, is not yet fully understood. We hypothesize that during secondary dormancy establishment, BRM indirectly limits *DOG1* induction by enhancing *asDOG1* expression (Fig. 3D). In agreement, we show that mutation of TATA boxes located in the antisense promoter region resulted in much stronger *DOG1* upregulation compared to not mutated *DOG1* transgene and, in agreement, enhanced secondary dormancy phenotype in seeds. Our model suggests that observed by us in Col-0 upregulation of *asDOG1* during secondary dormancy induction serves to limit *DOG1* induction attenuating dormancy strength. In contrast to BRM function in secondary dormancy, both RNA-Seq and RT-qPCR showed no major differences in *DOG1* sense and antisense transcripts levels between Col-0 and *brm-3* mutant in dry seeds. This agrees with the observed lack of primary dormancy defects in *brm-3* as well as in *3xbrd* and *swp73a* mutants (Fig. 2F; Supplementary Fig. S14).

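The DOG1 transcript was at 104 ± 14.3 CPM (SD, n = 4) in brm-3, with 144 to 206 counts per library, a log2 fold change of 0.06 against Col-0 (standard error 0.12, adjusted p = 0.835 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, two-sided p = 0.771). With each library left out in turn, the log2 fold change stayed between -0.04 and 0.14, and was negative without Col-0 replicate 4 (-0.03) and without brm-3 replicate 2 (-0.04). The authors counted reads per gene, so the sense and antisense transcripts of the locus were not analysed here separately.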

**Figure 5.**
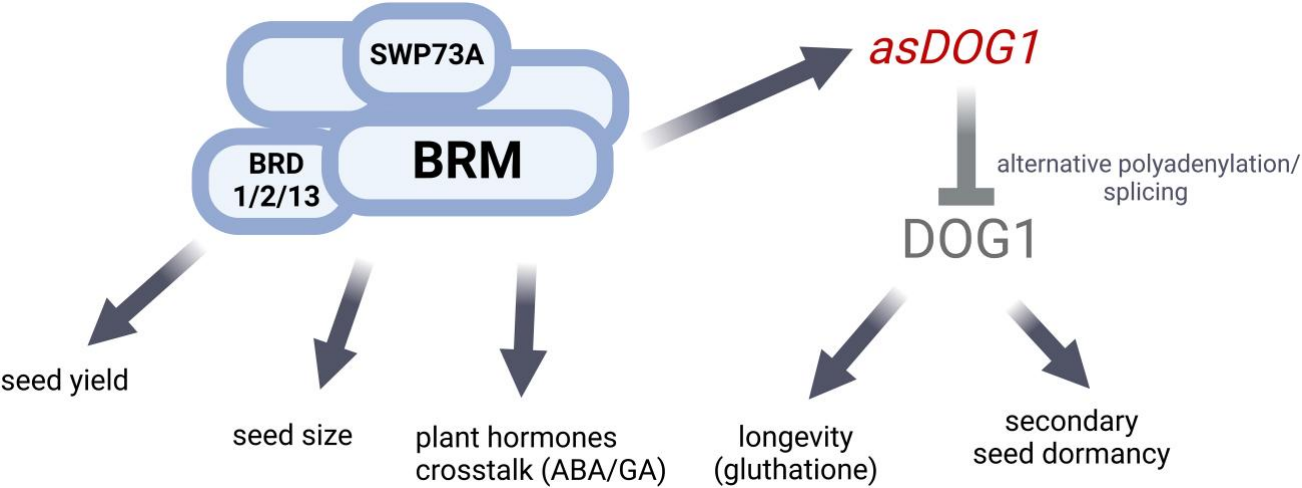
Model of the BRAHMA-associated SWI/SNF complex control of *Arabidopsis* seeds quality and physiology. The BRAHMA-associated SWI/SNF complex controls seed yield, seed size, and plant hormonal crosstalk to a large extend independently of DOG1. The BRAHMA controls longevity and secondary dormancy by controlling *DOG1* expression through *DOG1* antisense (in red color; dark gray arrows). The BRAHMA also either directly or through *DOG1* antisense negatively controls *DOG1* gene expression (gray arrow) by affecting its alternative splicing and alternative polyadenylation.

Notably, the introduction of triple *3xbrd* mutation into the *brm-1* knockout mutant background did not enhance the *brm-1* phenotype, confirming the conclusion that BRD subunits operate within the same complex as BRM (Stachula et al. 2023). Also, here we show that *3xbrd* and *swp73a* display similar *DOG1* expression changes to *brm-3* mutant consistent with BRM operating as part of BAS SWI/SNF complex in controlling *DOG1* expression (Fig. 3; Supplementary Fig. S9).

Thus, we propose a model where BRM-containing the SWI/SNF complex binds to the *DOG1* 3′ end region and in response to secondary dormancy-inducing conditions remodels nucleosomes which activate *asDOG1* antisense promoter (Fig. 5). This leads to *asDOG1* transcript expression that limits the activation of *DOG1* and subsequently to a strong dormancy establishment. Surprisingly, analysis of *p_sense_DOG1-LUC* transgene that lacks a function *DOG1* antisense transcript in seeds showed that *DOG1* 5′ region is insufficient to support *DOG1* expression upregulation in response to secondary dormancy induction. This suggests that in addition to *DOG1* antisense that limits the full activation of *DOG1* expression, the *DOG1* 3′ end region contains unknown positive regulators responsible for secondary dormancy-mediated *DOG1* expression induction.

Analysis of *DOG1* splicing and polyadenylation during secondary seed dormancy induction in Col-0 WT, *brm3* showed increased levels of *β* and *γ* alternatively spliced mRNA as well as increased levels of *shDOG1* resulting from selection of proximal termination site (Fig. 4, F and G). Whereas in the *ntr1* mutant, we observed predominantly changes in *α* and not significantly in *β DOG1* mRNA splicing forms compared to Col-0 WT seeds (Supplementary Fig. S15). Given that our work implicated NTR1 in splicing control through Pol II speed on *DOG1*, we speculate that defects observed in *brm-3* are unlikely to results from NTR1-dependent splicing defects or direct Pol II speed regulation. One possibility is that changes in *DOG1* splicing and termination site selection observed in *brm-3* and *3xbrd* result from defects in antisense expression in these mutants. The proximity of *DOG1* alternative splice sites—proximal termination site and antisense promoter make deletional confirmation of this hypothesis difficult, if possible. We, however, showed that BRM regulates the *DOG1* antisense promoter in seeds in the absence of sense promoter driving *DOG1* alternative splicing or proximal termination site selection.

In summary, our work explores the functions of the BRM-containing SWI/SNF complex in seed biology. We observe that BRM is required for multiple aspects of seed physiology as underpinned by metabolomic and transcriptomic analysis. We show that BRM controls some of the seed-related phenotypes including longevity and secondary dormancy regulation through the *DOG1* gene. Our analysis demonstrates that in response to environmental signals triggering secondary dormancy induction BRM-containing SWI/SNF complex controls *DOG1* expression through *DOG1* antisense.

## Materials and methods

### Plant material and growth conditions

*A. thaliana* plants were grown in pots with mixed coconut and normal soil in a greenhouse with a long-day photoperiod (16 h light/8 h dark) at 22 °C/18 °C. After harvest, seeds were stored in paper bags at room temperature (RT). Ecotype Col-0 plants were used as a WT. The *brm-3* (SALK_088462) and *dog1-4* (SM_3_20886) mutants were obtained from the Nottingham Arabidopsis Stock Centre (NASC) and are described in Farrona et al. (2007) and Fedak et al. (2016). Transgenic reporter lines: genomic *LUC-DOG1dTATA*, *asDOG1dTATA-LUC*, *senseDOG1-LUC*, *asDOG1-LUC*, and g*enomicLUC-DOG1* were generated and characterized previously (Fedak et al. 2016; Yatusevich et al. 2017). The *brm-5*, *swp73a* (SM_3_30546), *3xbrd, ntr-1, 4xnced*, and *brm-1*/*BRM-GFP* lines were described previously (Tang et al. 2008; Dolata et al. 2015; Sacharowski et al. 2015; Jarończyk et al. 2021; Krzyszton et al. 2022). The double mutants such as *brm-3dog1-4*; *brm-3p_sense_DOG1-LUC*; *brm-3p_AS_DOG1-LUC*; *brm-3genomic LUC-DOG1dTATA*; and *brm-3p_AS_DOG1dTATA-LUC* were generated by crossings, and homozygous plants were identified using *brm-3* T-DNA insertion primers described in Jarończyk et al. (2021).

For salt stress, sterilized after-ripened seeds were sown on agar plates supplemented with 100 mm NaCl. After sowing, plates were taped, wrapped with silver foil, and kept for stratification for 3 days at 4 °C. Then, plates were unwrapped from the silver foil and transferred to the growth chamber under long-day conditions (16 h light/8 h dark) to check the germination rate (Montez et al. 2023).

### Seed longevity measurement

To perform artificial ageing, mature postharvested *Arabidopsis* seeds were stored in the darkness at 35 °C in hermetically closed containers with saturated NaCl (75% of relative humidity). Fifty seeds per each biological replica were imbibed on blue paper (Anchor) plates after different storage times (0, 7, 14, 21, 28, 35, 42, 49, and 56 days) and placed in a phytotron at 22 °C/long-day photoperiod. The final germination percentage was counted after 10 days. P_50_ was determined as the time after which seeds lost 50% of their germination capacity (Zinsmeister et al. 2020).

### Seed primary dormancy assay

Freshly harvested seeds were sown on plates with water-soaked blue paper (Anchor) and sealed with tape. Plates with the seeds were put in the growth chamber under long-day conditions (16 h light/8 h dark) at 22 °C/18 °C. The germination rate was scored every day until 100% germination was observed. Control plates were initially stratified for 3 days at 4 °C to break seed dormancy and to ensure that the seeds were not dead.

### Seed secondary dormancy assay

Seeds stored for at least 3 months that showed full loss of primary dormancy were used for secondary dormancy induction. Seeds were sown on water-soaked blue paper plates, sealed and kept in the dark. Plates were incubated at 30 °C for 4 h, 1, 3, 5, 7, 10, or 14 days. After high incubation, the plates were transferred to the growth chamber at 22 °C under long-day conditions. Seed germination was assayed after 4 and 7 days. The control plates were placed in a phytotron immediately after sowing the seeds, without a dormancy induction.

### RNA extraction, cDNA synthesis, and RT-qPCR analysis

RNA extraction from seeds was performed using the phenol–chloroform protocol. The frozen seeds were ground to a powder using an electric drill and then mixed with 600 *µ*l of RNA extraction buffer (100 mm Tris pH 8.5, 5 mm EDTA pH 8.0, 100 mm NaCl, 0.5% SDS, 1% β-mercaptoethanol). Afterwards, samples were centrifuged for 5 min at 14,000 × *g* at 4 °C. The supernatant was transferred to new tubes and 250 *µ*l of chloroform was added and samples were shaken at RT for 15 min. Then 250 *µ*l of phenol was added and samples were shaken for a further 15 min and centrifuged for 10 min at 14,000 × *g* at 4 °C. Then, 550 *µ*l of the aqueous layer was transferred to new tubes and mixed with 550 *µ*l of phenol–chloroform–isoamyl alcohol 25:24:1. Samples were shaken for 10 min at RT and centrifuged for 10 min at 14,000 × *g* at 4 °C. Then, 500 *µ*l of supernatant after transferring to new tubes was mixed with 50 *µ*l of 3 m sodium acetate and 400 *µ*l of pure ice-cold isopropanol and incubated for 15 min at RT. After the incubation, samples were centrifuged for 30 min at 14,000 × *g* at 4 °C. Finally, the RNA pellet was washed in 1 ml of 80% ethanol, dried and resuspended in Milli-Q water. DNase treatment of RNA samples was performed using a TURBO DNA-free Kit (Thermo Fisher Scientific), according to the manufacturer's protocol. DNase treatment effectiveness was checked by PCR with pp2A primers. Reverse transcription of RNA was performed using a RevertAid First Strand cDNA Synthesis (Thermo Fisher Scientific) or RevM First Strand cDNA Synthesis (KleverLab) kits according to the manufacturer's protocol. Two types of cDNA synthesis were performed: using 1,000 ng of RNA and oligo(dT) primers for *DOG1* analysis and gene-specific synthesis for *asDOG1* analysis using 2,500 ng of RNA and primers with overhangs as described (Fedak et al. 2016). qPCR was performed with SYBR Green mix and specific primers for PCR amplification and with using LightCycler 480 real-time system (Roche). The sequences of all primers are published previously (Cyrek et al. 2016; Fedak et al. 2016) and provided in Supplementary Table S2. RT-qPCR results were normalized to the expression level of the *UBC21* (AT5G25760) gene.

### RNA-Sequencing and data analysis

3′RNA-Seq and data analysis were performed as described previously using 500 ng of total RNA as starting material (Krzyszton et al. 2022).

### Chromatin immunoprecipitation (ChIP)

Chromatin was isolated from dry, nondormant mature seeds and after 1, 3, and 5 days of secondary dormancy induction for WT and *brm-1/BRM-GFP* lines (Jarończyk et al. 2021). ChIP was performed as described previously (Kowalczyk 2017) with some modifications. The 60 mg of frozen seeds were ground to a powder using a pestle and mortar and suspended in 10 ml of MC buffer (0.1 m sucrose; 10 mm sodium phosphate pH 7; 50 mm NaCl). Then, 37% formaldehyde was added to the final concentration of 1% and samples were mixed softly on a rotating wheel for 10 min at 4 °C. After mixing, 625 *µ*l of 2 m glycine was added and samples were rotated for another 10 min. Then, the samples were filtered through a double layer of Miracloth Quick Filtration Material, and centrifuged for 10 min at 1,500 × *g* at 4 °C. After centrifugation, samples were resuspended in 5 ml of Honda buffer (0.44 m sucrose; 1.25% Ficoll; 2.5% Dextran T40; 20 mm HEPES-KOH pH 7.4; 0.5 m EDTA; 0.5% Triton X-100; 10 mm β-Mercaptoethanol and freshly added 0.0005 m PMSF and 1×Complete EDTA-free protease inhibitor) and spun for 10 min at 1,800 × *g* at 4 °C. The nuclear pellet was resuspended in 500 *µ*l ChIP Lysis/sonication buffer (50 mm HEPES-KOH pH 7.4; 150 mm NaCl; 1 mm EDTA; 1% Triton X-100; 0.8% SDS; 10 mm β-Mercaptoethanol and freshly added 0.0005 m PMSF and 1×Complete EDTA-free protease inhibitor) and sonicated twice 30s-ON/30s-OFF for 25 min using Bioruptor Sonication System (Diagenode). 1/10 of each sample was saved as input control and 20 *µ*l for sonication control. Sonication efficiency was verified by running decrosslinked samples on 1% agarose gel. GFP-Trap Agarose beads were prepared according to the manufacturer's protocol (Chromotek). The lysates of sonicated samples were added to equilibrated beads and placed on a rotating wheel in a cold room for 2 to 4 h. After incubation, beads were centrifuged for 2,500 × *g* for 5 min at 4 °C and washed twice for 5 min with 1 ml of low salt wash buffer (150 mm NaCl; 1% Triton X-100; 2 mm EDTA; 20 mm Tris pH 8.0; 0.1% SDS). Then, beads were washed for 5 min with 1 ml of high salt wash buffer (500 mm NaCl; 1% Triton X-100; 2 mm EDTA; 20 mm Tris pH 8.0; 0.1% SDS) and centrifuged for 2,500 × *g* for 5 min at 4 °C. Then, 500 *µ*l of phenol:chloroform:isoamyl alcohol mixture (25:24:1; pH 8.0) were added and the samples were shaken for 10 min at 22 °C. After centrifugation for 10 min at 14,000 × *g*, the upper aqueous layers were collected and 0.1 volume of 3 m sodium acetate (pH 5.2), 1 *µ*l of glycogen (Thermo Fisher Scientific), and 1 ml 96% ethanol were added. The mixed samples were held at −80 °C for >1 h and then centrifuged for 30 min at 14,000 × *g* at RT. The pellets were washed with cold 70% ethanol, air-dried, and suspended in water. For the quantification of DNA fragments, samples were tested by qPCR. The sequences of all primers are given in Supplementary Table S2 or published by Dolata et al. (2015).

### Formaldehyde-assisted isolation of regulatory DNA elements

The FAIRE method was performed according to the published protocol (Omidbakhshfard et al. 2014) with minor modifications. For nuclei isolation, 100 mg of the dry and secondary dormancy-induced seeds of Col-0 and *brm-3* were used. Chromatin was sheared by sonication and the sonication efficiency was checked by electrophoresis in agarose gel as previously described for the ChIP protocol. To separate NDR (nucleosome-depleted regions), the sheared chromatin DNA was extracted by the PCI (phenol:chloroform:isopropanol) method. The enrichment was assessed by qPCR using primers indicated in Supplementary Table S2. Calculations were performed using the ΔΔ*Ct* method with normalization of a crosslinked sample (FAIRE) to noncrosslinked sample (UNFAIRE) as described in Omidbakhshfard et al. (2014) and then to *PP2A*—AT1G13320 (Supplementary Table S2) as an internal control.

## Metabolome analysis

### Sample preparation

Mature postharvested seeds (50 mg) in biological triplicates were ground with metal beads for 2× 90 s on a Tissue Lyser (Qiagen) at 30 Hz in 1.5 ml of cold (−20 °C) methanol spiked with an internal standard of deuterium-labeled abscisic acid (^2^H_6_ ABA, 0.2 *µ*g ml^−1^). Samples were shaken for 10 min at RT, and centrifuged for 5 min at 13,000 rpm, RT. The supernatant was transferred to a glass vial and the extract was dried with a SpeedVac concentrator (Savant SPD121P, Thermo Fisher Scientific) at RT. The pellets were extracted twice with 1.5 ml methanol, shaken, centrifuged, and collected in the same glass vial to be evaporated. After this, dry samples were solubilized in 100 *µ*l of methanol.

### Nontargeted metabolites analysis

Extracts were analyzed by liquid chromatography coupled to high-resolution mass spectrometry (LC-HRMS) using an UltiMate 3000 UHPLC system (Thermo Fisher Scientific) coupled to the ImpactII (Bruker) high-resolution Quadrupole Time-of-Flight (QTOF) mass spectrometry according to Villette et al. (2018) and Graindorge et al. (2022). Chromatographic separation was performed on an Acquity UPLC HSS T3 C18 column (2.1 × 100 mm, 1.8 *µ*m, Waters) coupled to an Acquity UPLC HSS T3 C18 pre-column (2.1 × 5 mm, 1.8 *µ*m, Waters) using a gradient of solvents A (H_2_O, 0.1% formic acid) and B (methanol, 0.1% formic acid). Chromatography was carried out at 35 °C, at a flux of 0.3 ml min^−1^, starting with 5% B for 2 min, reaching 100% B at 10 min, holding 100% B for 3 min, and coming back to 5% B in 2 min (runtime 15 min). Samples were kept at 4 °C, 5 *μ*L were injected in a full loop mode with a washing step after sample injection with 150 *μ*l of wash solution (H_2_O/MeOH, 90/10, v/v). The spectrometer was equipped with an electrospray ionization (ESI) source and operated in positive and negative ion modes on a mass range from 20 to 1,000 Da with a spectra rate of 8 Hz in Auto MS/MS fragmentation mode. The end plate offset was set at 500 V, the capillary voltage set at 2.5 kV, the nebulizer at 29 psi, the dry gas at 8 l min^−1^, and the dry temperature of 200 °C. The transfer time was set at 20 to 70 *μ*s (positive mode) and 40.8 to 143 *μ*s (negative mode) and the MS/MS collision energy was at 80% to 120% with a timing of 50% to 50% for both parameters. The MS/MS cycle time was set to 3 s, the absolute threshold to 816 cts, and active exclusion was used with an exclusion threshold at 3 spectra, release after 1 min, and the precursor ion was reconsidered if the ratio current intensity/previous intensity was higher than 5. A calibration segment was included at the beginning of the runs allowing the injection of a calibration solution from 0.05 to 0.25 min. The calibration solution used was a fresh mix of 50 ml isopropanol/water (50/50, v/v), 500 *μ*l NaOH 1 m, 75 *μ*l acetic acid, and 25 *μ*l formic acid. The spectrometer was calibrated on the [M+H]^+^/[M−H]^−^ form of reference ions (57 masses from *m*/*z* 22.9892 to *m*/*z* 990.9196 in positive mode; 49 masses from *m*/*z* 44.9971 to *m*/*z* 996.8221 in negative mode) in high-precision calibration (HPC) mode with a standard deviation below 1 ppm before the injections for each polarity mode, and re-calibration of each raw data was performed after injection using the calibration segment. Molecular features were processed with MetaboScape version 4.0 (Bruker, Bremen, Germany). Molecular features were considered and grouped into buckets containing one or several adducts and isotopes from the detected ions with their retention time and MS/MS information when available. The parameters used for bucketing are a minimum intensity threshold of 10,000 (positive mode) or 1,000 (negative mode), a minimum peak length of 3 spectra, a signal-to-noise ratio (S/N) of 3, and a correlation coefficient threshold set at 0.8. The [M+H]^+^, [M+Na]^+^, [M+K]^+^, and [M+NH_4_]^+^ ions (positive mode); [M−H]^−^ and [M+Cl]^−^ ion (negative mode) were authorized as possible primary and seed ions. Replicate samples were grouped and only the features found in 80% of the samples of one group were extracted from the raw data. The obtained lists of features from positive and negative ion modes were merged. The parameters used for metabolite annotation were as follows. The maximum allowed variation on the mass (Δ*m*/*z*) was set to 3 ppm, and the maximum mSigma value (assessing the good fitting of isotopic patterns) was set to 30. The merged list of features was annotated using SmartFormula to generate a raw formula based on the exact mass of the primary ions and the isotopic pattern. Analyte lists were derived from KNApSAcK (http://www.knapsackfamily.com/KNApSAcK_Family/), PlantCyc (https://plantcyc.org/), FooDB (http://foodb.ca), LipidMaps (https://www.lipidmaps.org/), and SwissLipids (https://www.swisslipids.org/) to obtain a level 3 annotation according to Schymanski classification (tentative candidates based on exact mass and isotopic profile) (Schymanski et al. 2014). Spectral libraries (Bruker MetaboBASE Personal Library 3.0, MoNA_LCMSMS_spectra, MSDIAL_LipidBDs-VS34) were searched to obtain level 2 annotations (probable structure based on library spectrum match (MS2 data) according to Schymanski et al. (2014)). PubChem IDs, SMILES, and InChiKeys were obtained from PubChem (https://pubchem.ncbi.nlm.nih.gov/idexchange/idexchange.cgi) for chemical enrichment studies using ChemRICH tool (Barupal and Fiehn 2017).

### Sugar determination

Soluble sugar contents were assessed by HPLC (Dionex) according to Rosnoblet et al. (2007). Analysis was performed on 4 replicates of 15 mg of mature *Arabidopsis* seeds. In brief, seeds were ground in a mortar in the presence of 1 ml 80% methanol containing melizitose as the internal sugar standard. After heating at 76 °C for 15 min, the liquid was evaporated under vacuum. The residue was dissolved in 1 ml distilled water and centrifuged for 1 min at 13,000 × *g*. Sugars were analyzed by HPLC on a Carbopac PA-1 column (Dionex Corp.) (Rosnoblet et al. 2007).

### Targeted hormone analysis

Auxin, ABA, and GA were analyzed by ultra-high-performance liquid chromatography (UHPLC) on an UltiMate 3000 UHPLC system (Thermo Fisher Scientific)coupled to EvoQ Elite (Bruker) mass spectrometer equipped with an ESI source in MS/MS mode as described in Zumsteg et al. (2023).

### Statistical analyses

Statistical tests were done using a Student–Newman–Keuls test or a two-tailed *t*-test, implemented in Microsoft Office Excel.

### Accession numbers

Sequence data from this article can be found in the GenBank/EMBL data libraries under accession numbers listed in Supplementary Tables S1 and S2.

## Supplementary Material

kiae642_Supplementary_Data

## Data Availability

The 3′RNA-seq data generated for this study have been deposited at the Gene Expression Omnibus (GEO) under the accession code GSE251921.

# Supplementary material for: The BRAHMA-associated SWI/SNF chromatin remodeling complex controls Arabidopsis seed quality and physiology
**Source:** Plant Physiol. 2024 Dec 11;197(1):kiae642. doi: 10.1093/plphys/kiae642
**Supplement:** kiae642_Supplementary_Data

## **SUPPLEMENTARY FIGURES**

**The BRAHMA-associated SWI/SNF chromatin remodeling complex controls Arabidopsis seed quality and physiology**

Wrona *et al.*, 2024

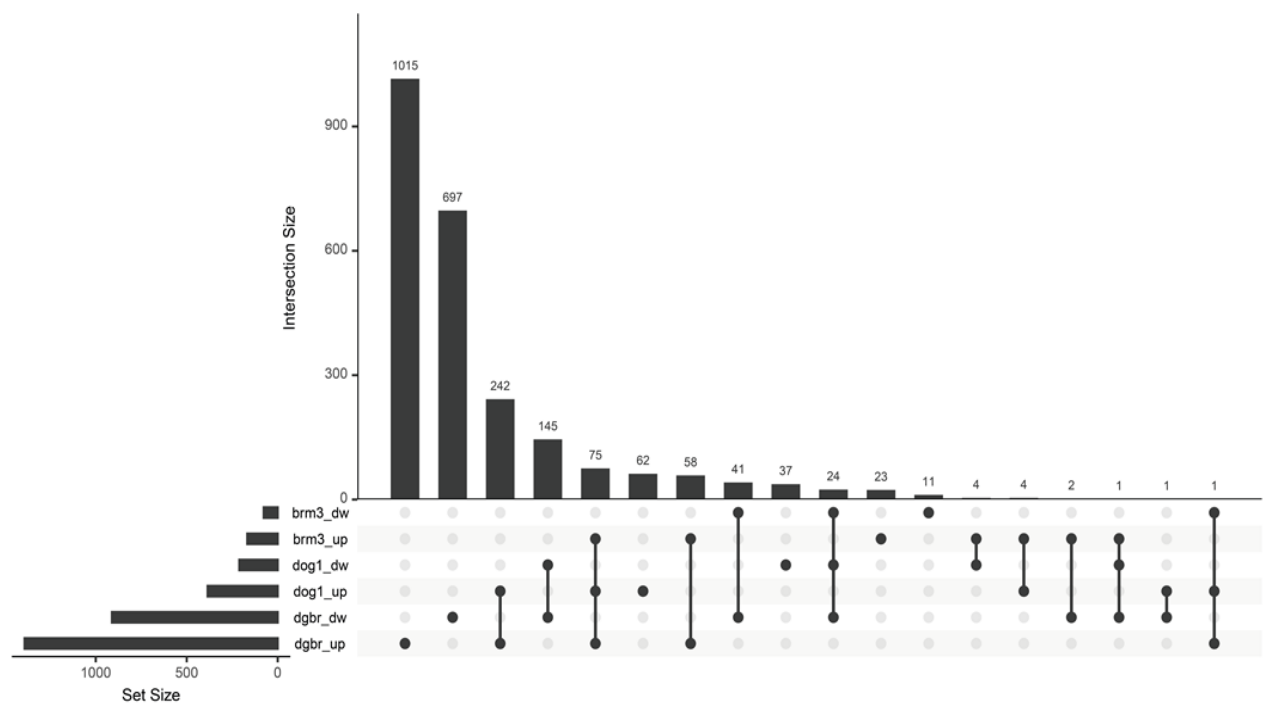

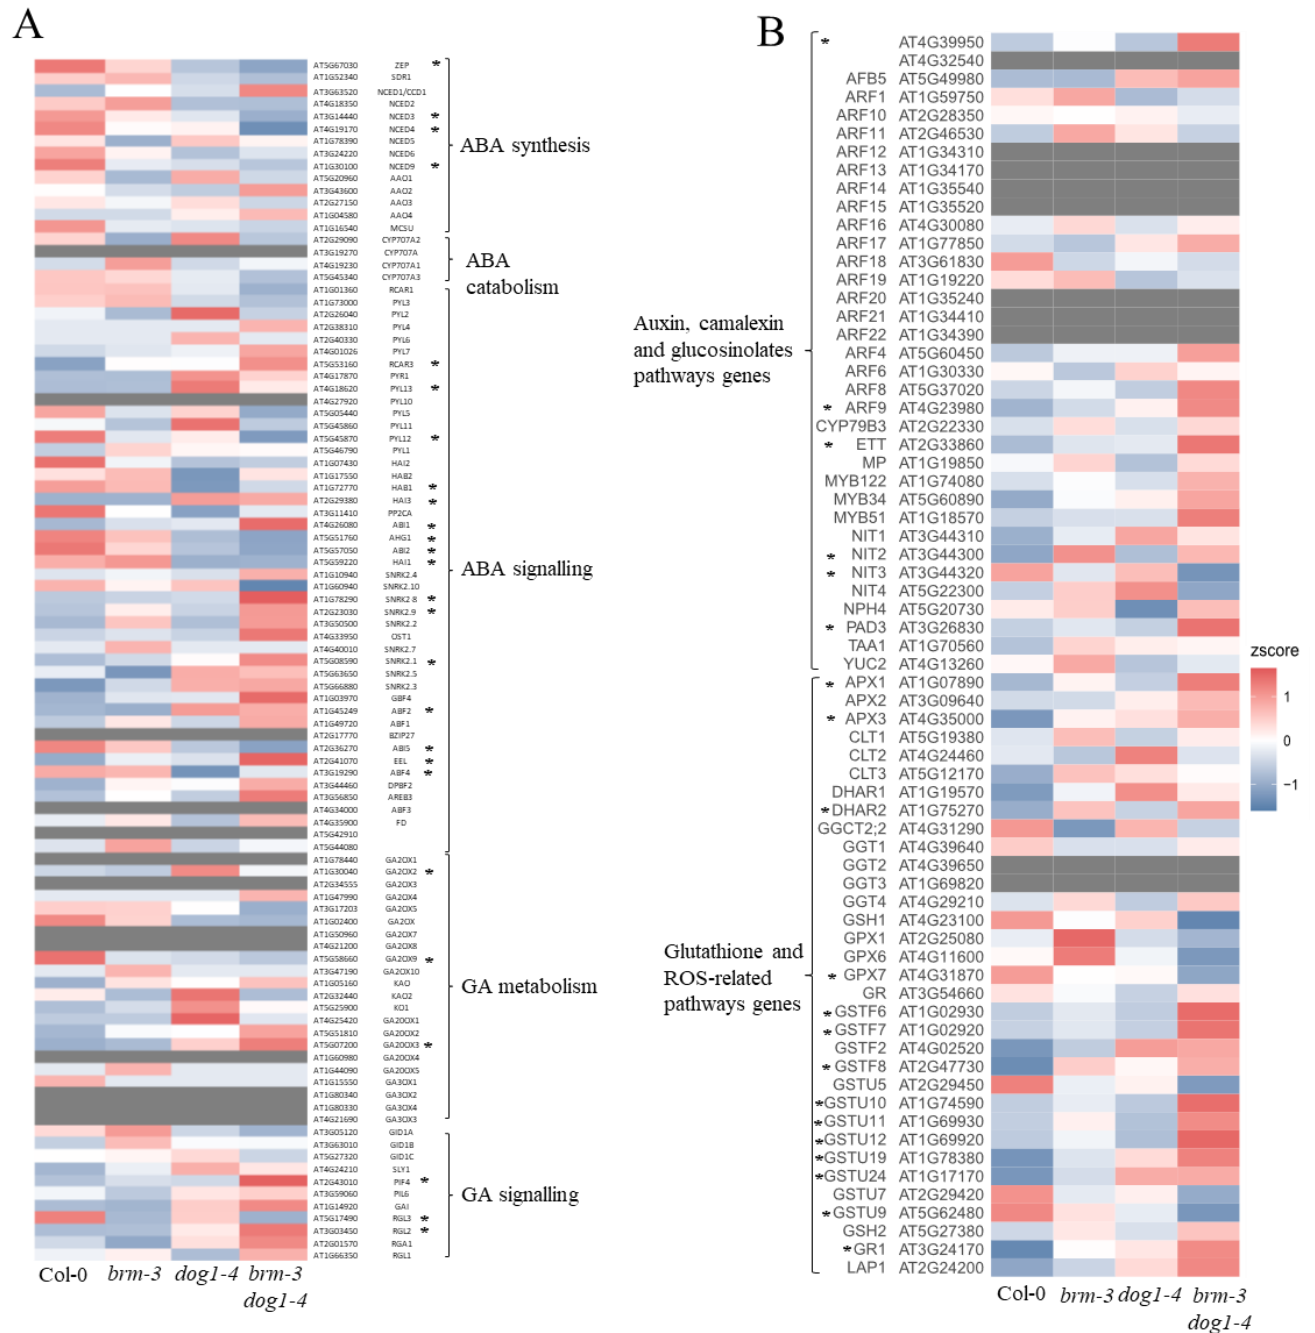

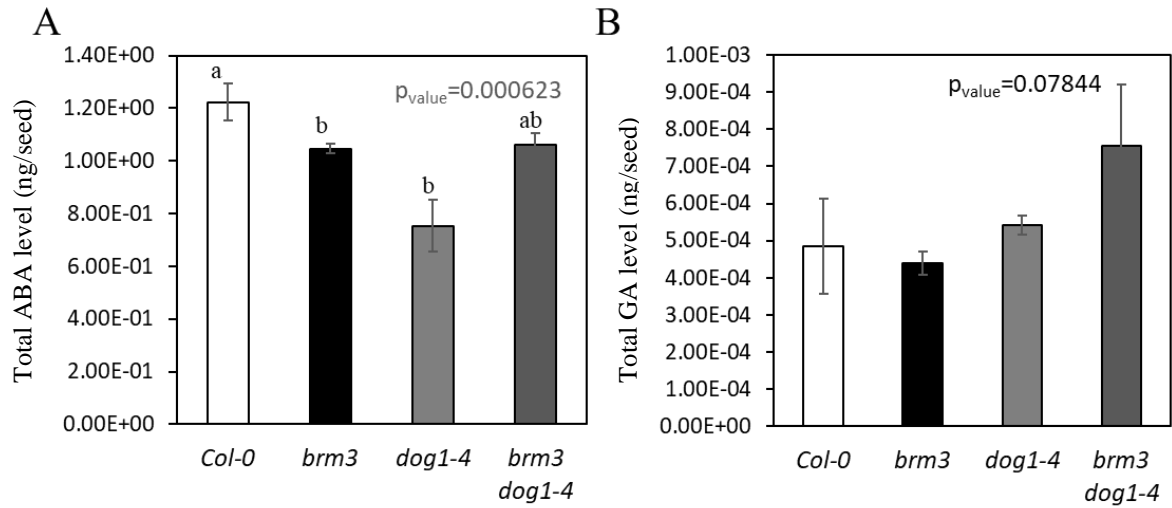

**Supplementary Figure S3. HPLC quantification of hormones in dry mature seeds of mutants compared to Col-0 WT. (A) Total ABA and (B) GA content.** Data are the mean ( $\pm$ SE) of seven to eight replicates of 50mg of dry mature seeds. When significantly different (ANOVA,  $P < 0.05$ ), values were ranked into groups as indicated by the respective letter using a Student-Newman-Keuls test.

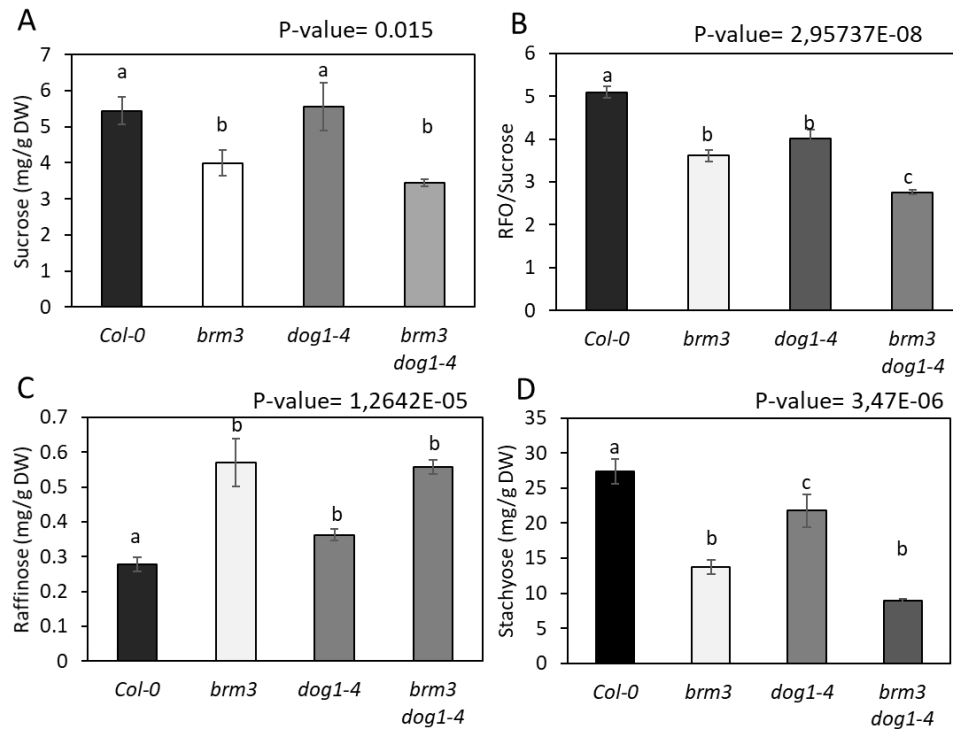

**Supplementary Figure S4. UHPLC quantification of total soluble sugars in dry mature seeds of mutants compared to Col-0 WT. (A), sucrose; (B), RFO/sucrose; (C) Raffinose; (D) Stachyose.** Data are the mean ( $\pm$ SE) of four replicates of 10mg of dry mature seeds. When significantly different (ANOVA,  $p < 0.05$ ), values were ranked into groups as indicated by the respective letter using a Student-Newman-Keuls test: letters indicate homogenous groups ( $P < 0.05$ ).

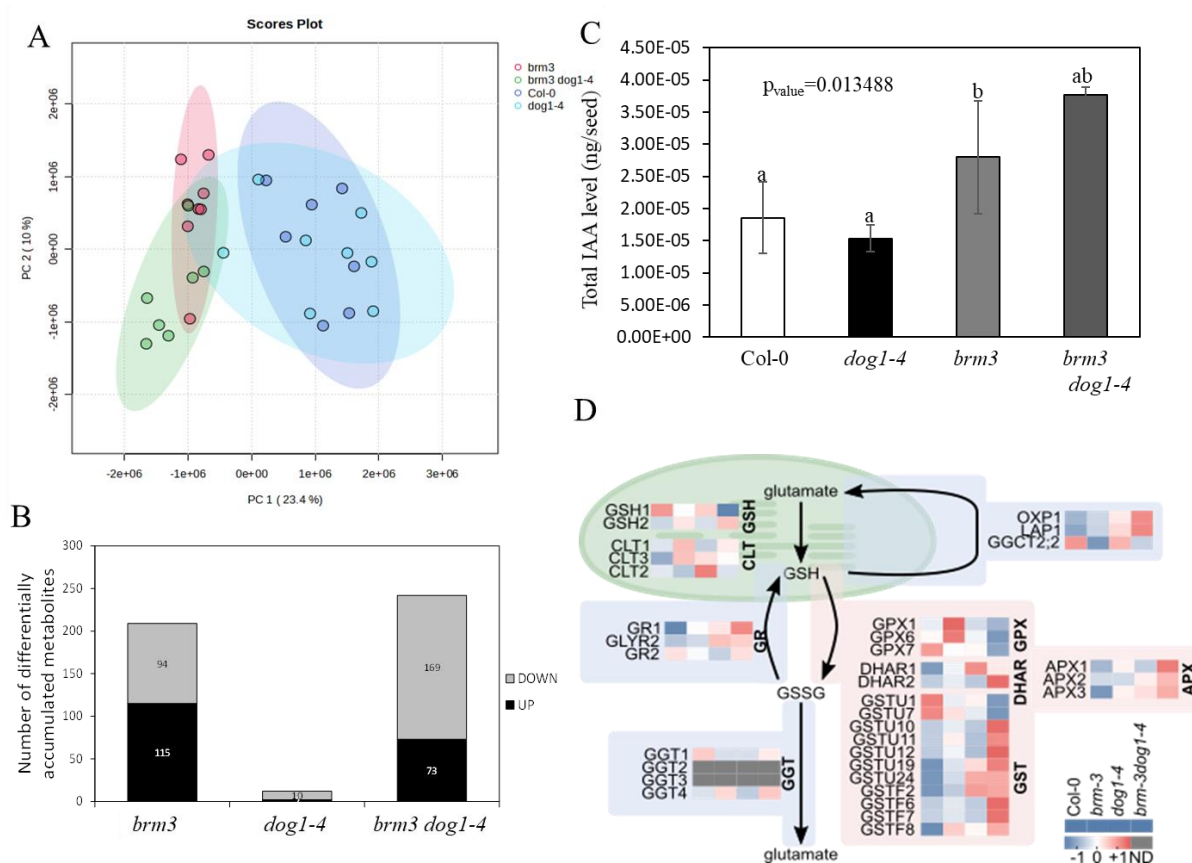

**Supplementary Figure S5. Untargeted metabolite analysis, auxin content and glutathione pathway genes of mature seeds of the *brm3*, *dog1-4* and double *brm3dog1-4* mutants.** (A) PCA analysis. Data represent seven to eight replicates of 50mg of dry mature seeds. (B) Number of metabolites changed in single and double mutants compared to wild type seeds, n=5; (C) HPLC quantification of total auxin (IAA) level in *brm3*, *dog1-4* and double *brm3dog1-4* mutants. Data are the mean ( $\pm$ SE) of seven replicates of 50mg of dry mature seeds. When significantly different (ANOVA,  $P < 0.05$ ), values were ranked into groups as indicated by the respective letter using a Student-Newman-Keuls test. (D) Glutathione biosynthesis pathway regulation by BRM is *DOG1* gene-dependent. Heatmaps show relative expression in *Col-0*, *brm-3*, *dog1-4*, *brm-3dog1-4* based on RNAseq of selected genes related to the glutathione metabolism and functions.

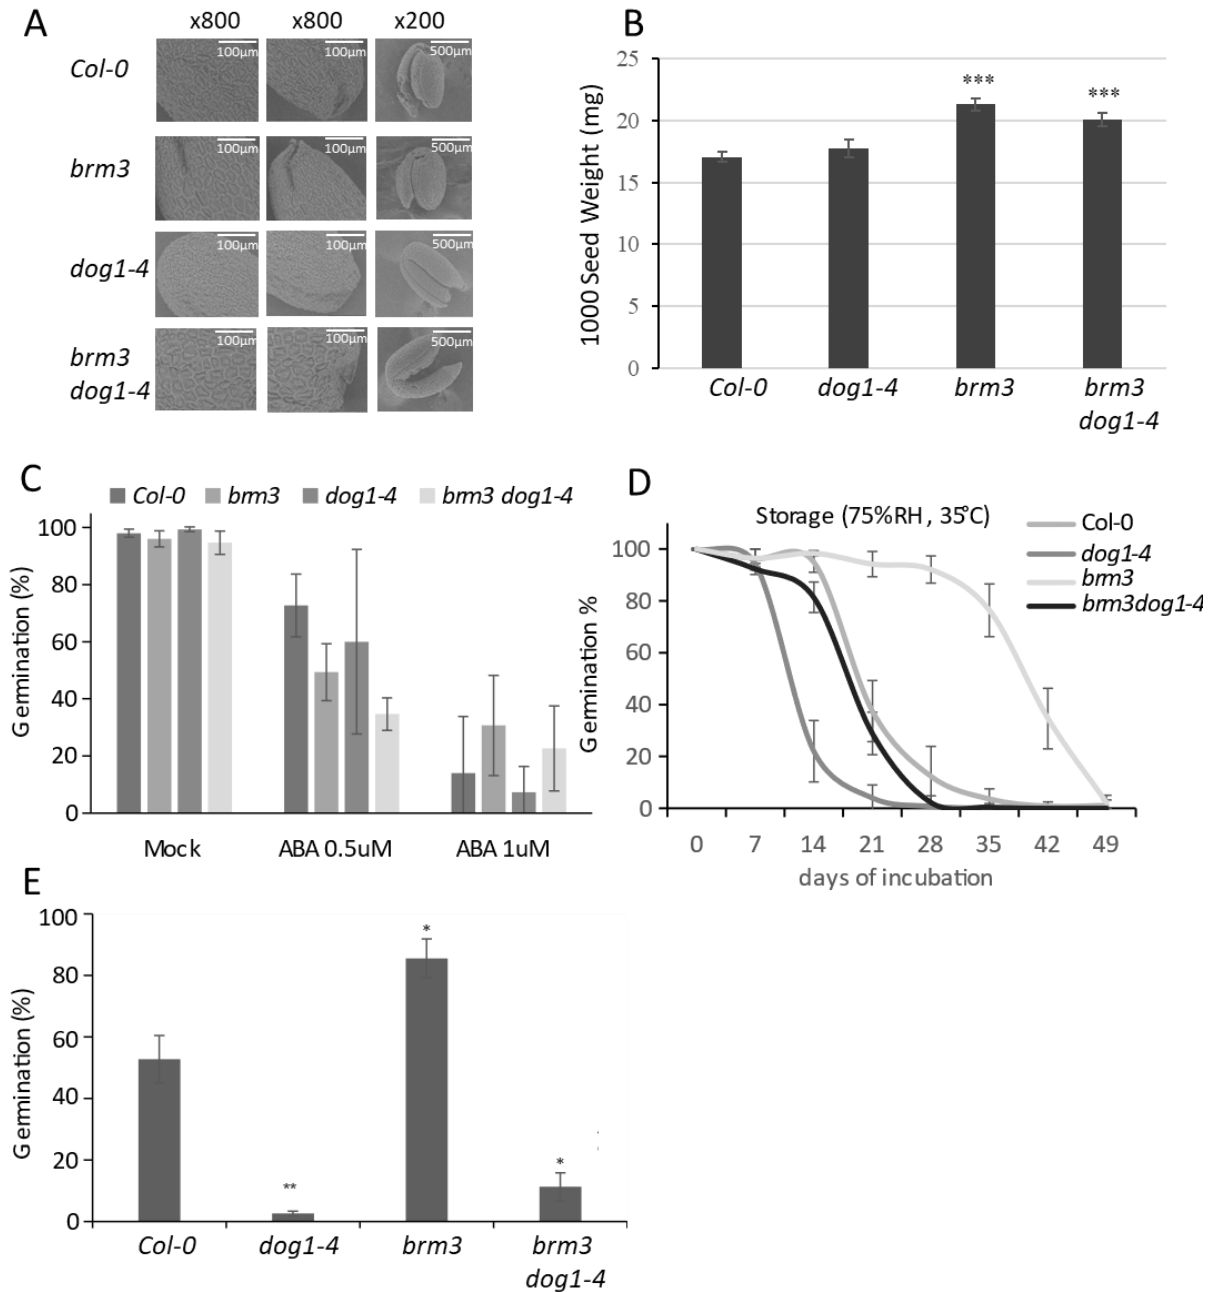

**Supplementary Figure S6. Seed physiology is affected in *brm3* mutants compared to Col-0 wild type.** (A) Seed size pictures. Note that several pictures are of the same seed as shown on Fig. 2A. (B) Seed weight of Col-0, *dog1-4*, *brm3*, *brm3 dog1-4* mutants. Data are the average ( $\pm$ SE) of four replicates of 1000 seeds. (C) ABA-induced 10 days germination analyses of *brm3*, *dog1-4* and double *brm3 dog1-4* mutant seeds compared to mock solution. Data are the average ( $\pm$ SE) of three replicates of 100 seeds. The x-axis shows mock, 0.5  $\mu$ M and 1  $\mu$ M ABA concentrations. (D) Loss of viability during storage of indicated phenotype. Data are collected from one culture and are the average ( $\pm$ SE) of 3 replicates of 100 seeds. (E) Germination analysis of naturally aged Col-0, *dog1-4*, *brm3* and double *brm3 x dog1-4* mutant seeds stored for 4 years at normal conditions, n=4. Asterisks indicate significant differences compared to Col-0 wild type seeds for panels B and E (t-test, \*,  $p < 0.05$ ; \*\*,  $p < 0.01$  \*\*\*;  $p < 0.001$ ), error bars represent standard deviation ( $\pm$ SD).

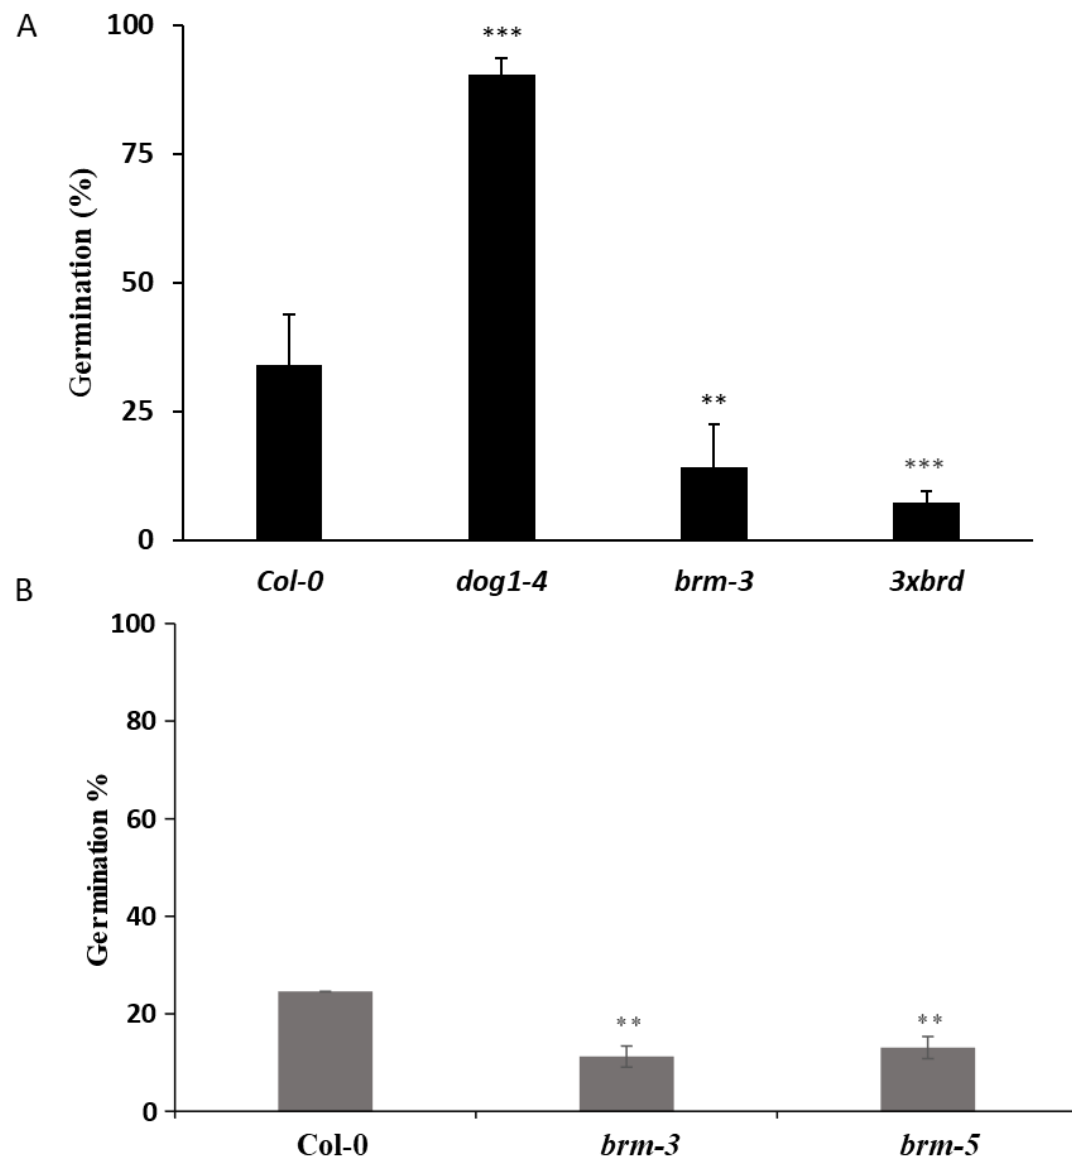

**Supplementary Figure S7. Secondary seed dormancy phenotype of the selected mutants** (A) *dog1-4*, *brm-3*, *3xbrd* and (B) *brm-3* and *brm-5* in comparison to *Col-0* WT seeds from independent seeds harvests. Germination was scored after 7 days of SD induction and 3 days of normal growth. Asterisks indicate significant differences compared to *Col-0* wild type (t-test, \*\*,  $p < 0.01$  and \*\*\*,  $p < 0.0001$ ,  $n = 5$ , error bars represent standard deviation ( $\pm$ SD)).

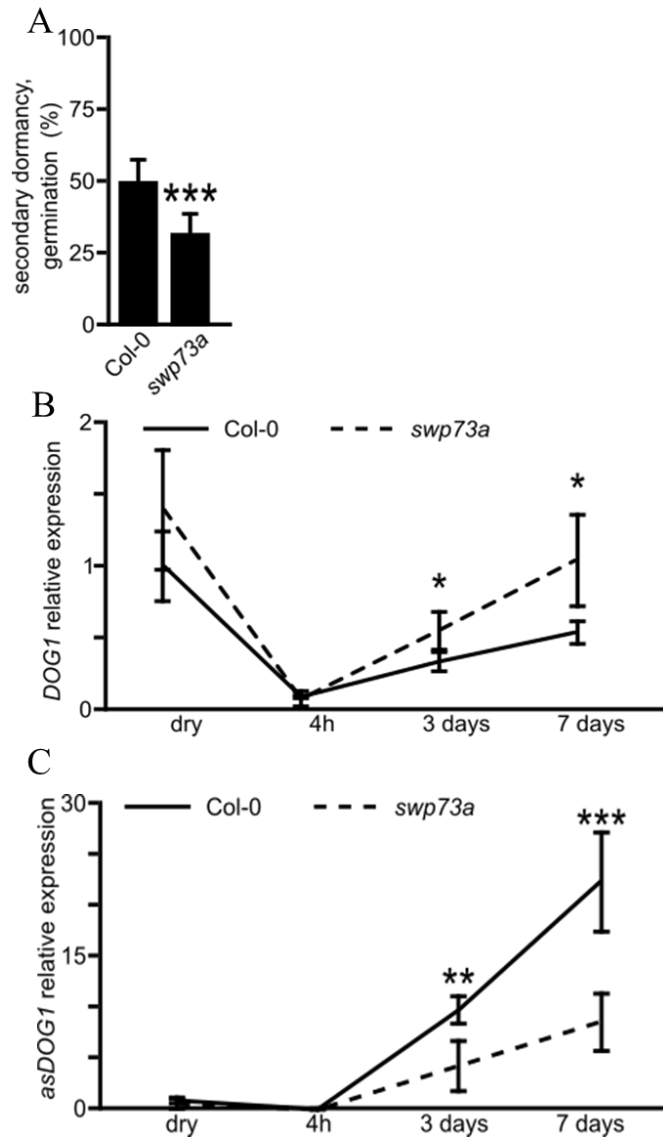

**Supplementary Figure S8. Inactivation of SWP73A - BAS SWI/SNF specific subunit - results in stronger dormancy, higher *DOG1* expression and decreased expression of *asDOG1*.** (A) Seed germination phenotypes of Col-0 WT and *swp73a* mutant after 7 days of secondary dormancy induction and 4 days at normal growth conditions; mRNA level of the (B) *DOG1* sense and (C) antisense *DOG1* transcripts in the *swp73a* mutant vs Col-0 WT seeds under secondary dormancy inducing conditions (statistics apply to all panels, t-test, \*,  $P < 0.05$ , \*\*,  $P < 0.01$  and \*\*\*,  $P < 0.0001$ ,  $n = 4$ , error bars represent standard deviation ( $\pm$ SD)).

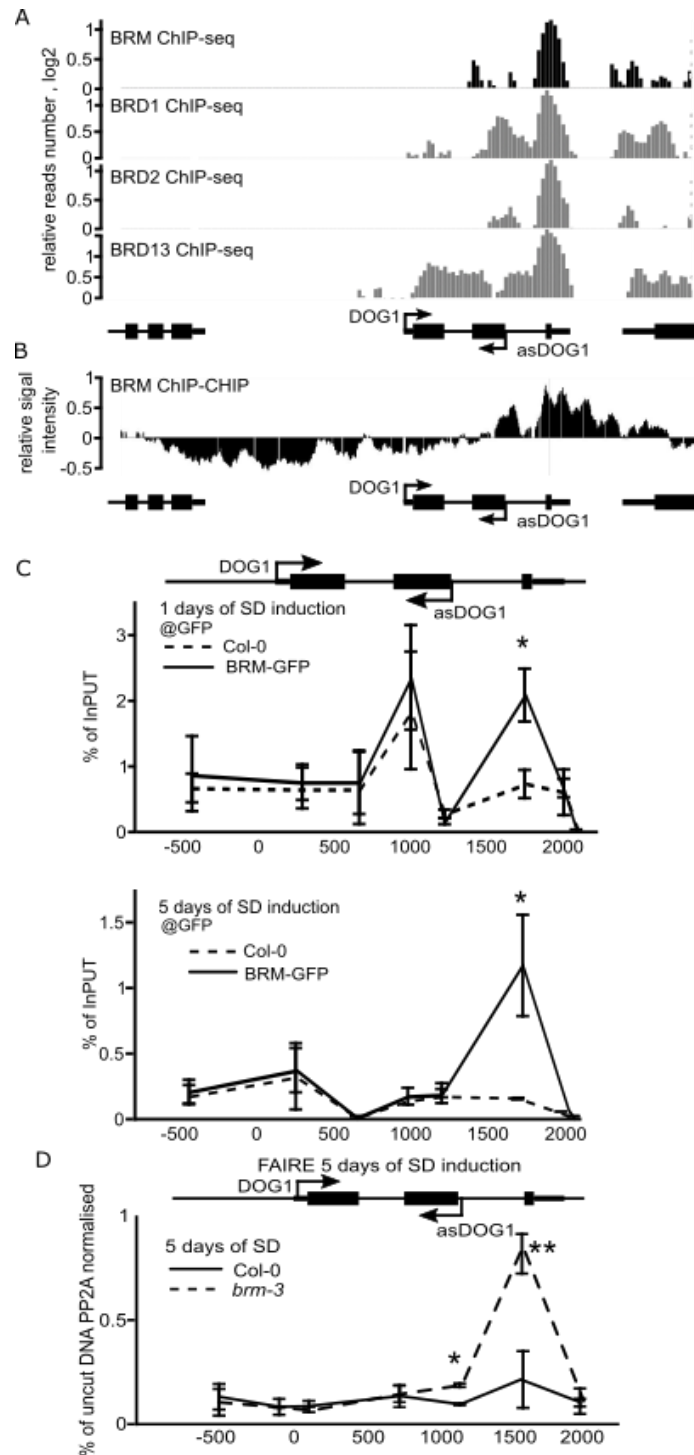

**Supplementary Figure S9. ChIP-qPCR on BRM binding to *DOG1* locus.** Genome wide ChIP seq data analysis on different sets of (A) BRM and BRD (Yu et al., 2020, 2021) and ChIP-ChIP data for (B) BRM (Archacki et al., 2016) binding within selected genomic locus including *DOG1* gene in *Arabidopsis* seedlings; (C) ChIP-qPCR BRM binding to *DOG1* experimentally

tested at day 1 and 5 in secondary dormancy induced seeds of Col-0 and BRM-GFP *brm-1* seeds using GFP antibodies. Percent of input normalized to PP2A gene region. **(D)** FAIRE-qPCR analysis of the Col-0 and *brm3* mutant seeds after 5 days of secondary dormancy. Percent of input normalized to UNFAIRE and PP2A gene region. Asterisk indicate significant differences compared to *Col-0* sample for panels C and D (t-test, \*,  $P<0.05$ ; \*\*,  $P<0.01$ ,  $n=4$ , error bars represent standard deviation ( $\pm$ SD)).

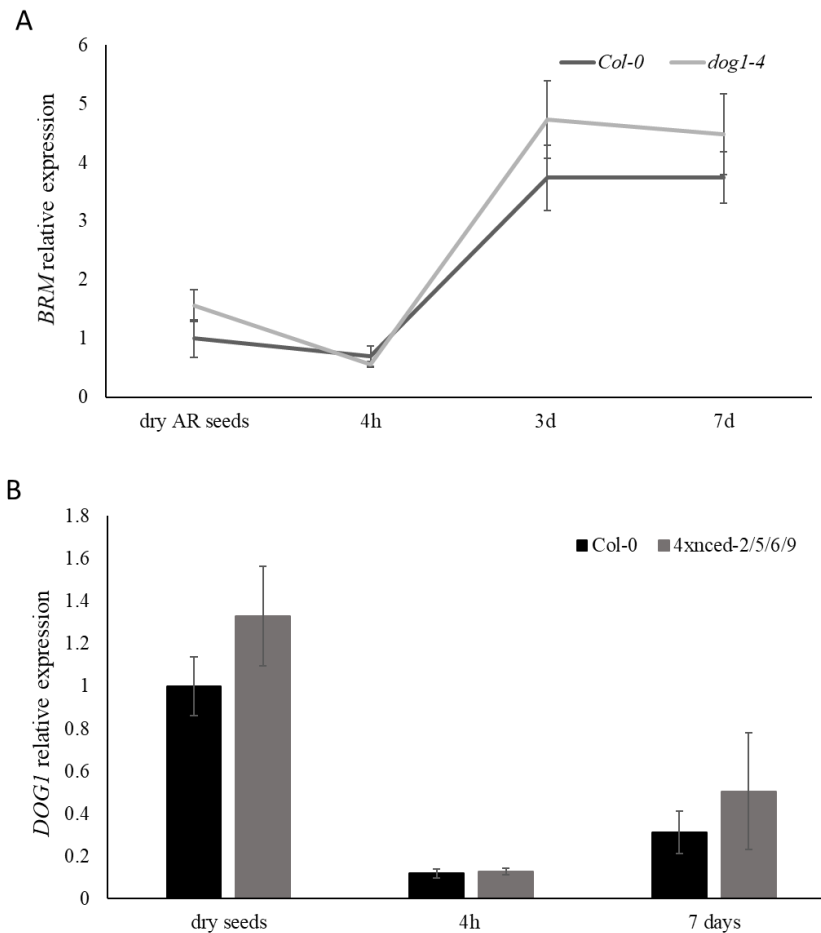

**Supplementary Figure S10. RT-qPCR expression analysis of the *DOG1* mRNA level.** **(A)** BRM mRNA level in Col-0 and *dog1-4* mutant under secondary dormancy inducing conditions, and **(B)** total *DOG1* mRNA level in Col-0 and quadruple *nced-2/5/6/9* mutant. The x-axis shows time/days of secondary dormancy induction (h-hours; d-days),  $n=4$ , error bars represent standard deviation ( $\pm$ SD) in all panels.

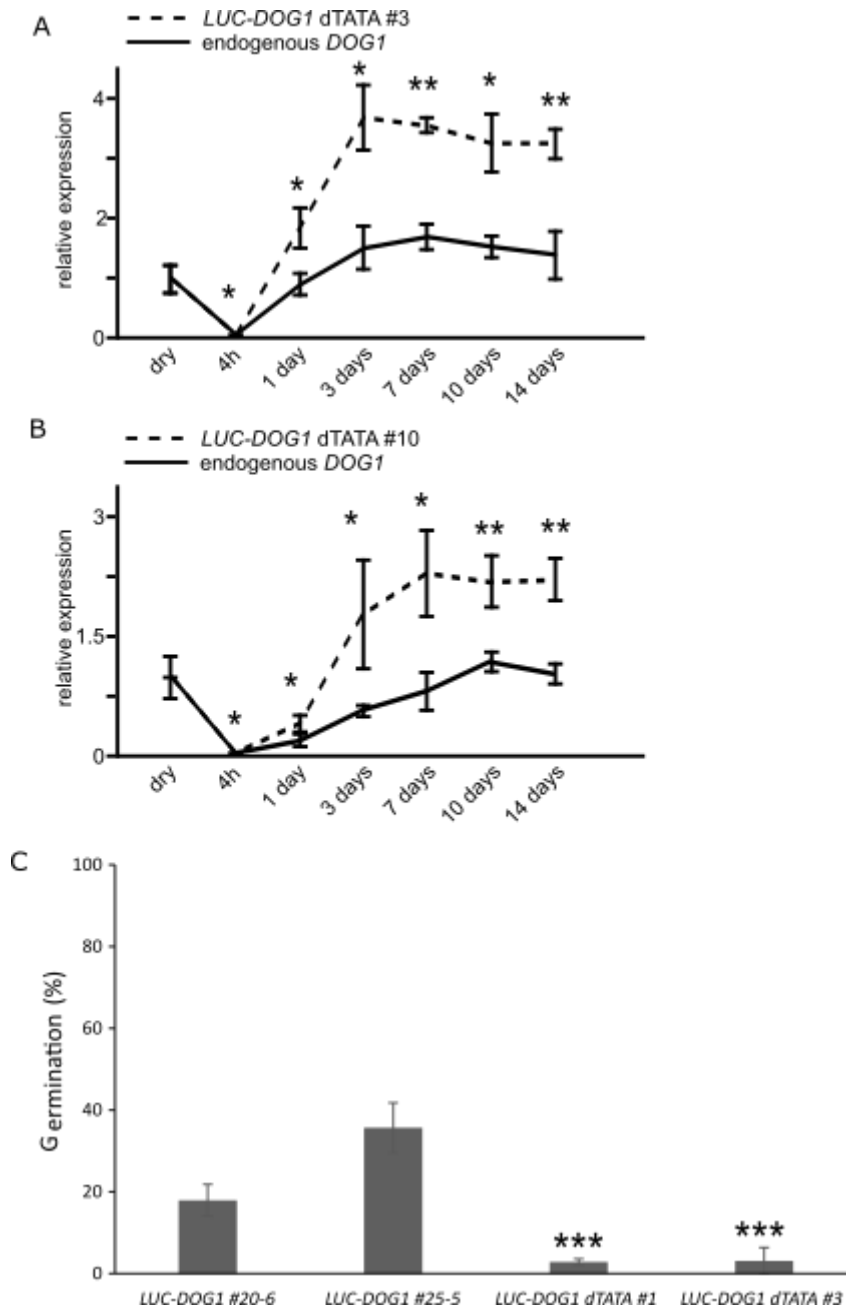

**Supplementary Figure S11. RT-qPCR expression analysis of the native *DOG1* vs *LUC::DOG1* transgene with *dTATA* mutations in antisense region of independent transgenic lines #3 (A) and #10 (B) in secondary dormancy induced seeds; The x-axis on panels A and B shows time/days of secondary dormancy induction (h-hours; d-days); (C) Secondary seed dormancy phenotype of transgenic lines *LUC-DOG1* and *LUC-DOG1 dTATA*. The x-axis on panel C shows line numbers used in this study. Germination was scored after 7 days of SD induction and 3 days of normal growth. Asterisks indicate significant differences compared to Col-0 dry seeds (statistics apply to all panels, t-test, \*,  $P < 0.05$ , \*\*,  $P < 0.01$  and \*\*\*,  $P < 0.0001$ ,  $n = 4$ , error bars represent standard deviation ( $\pm$ SD)).**

A

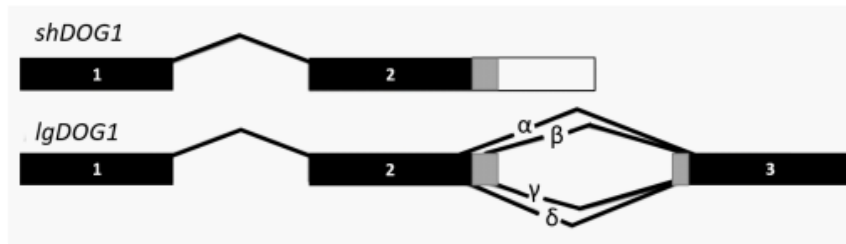

B

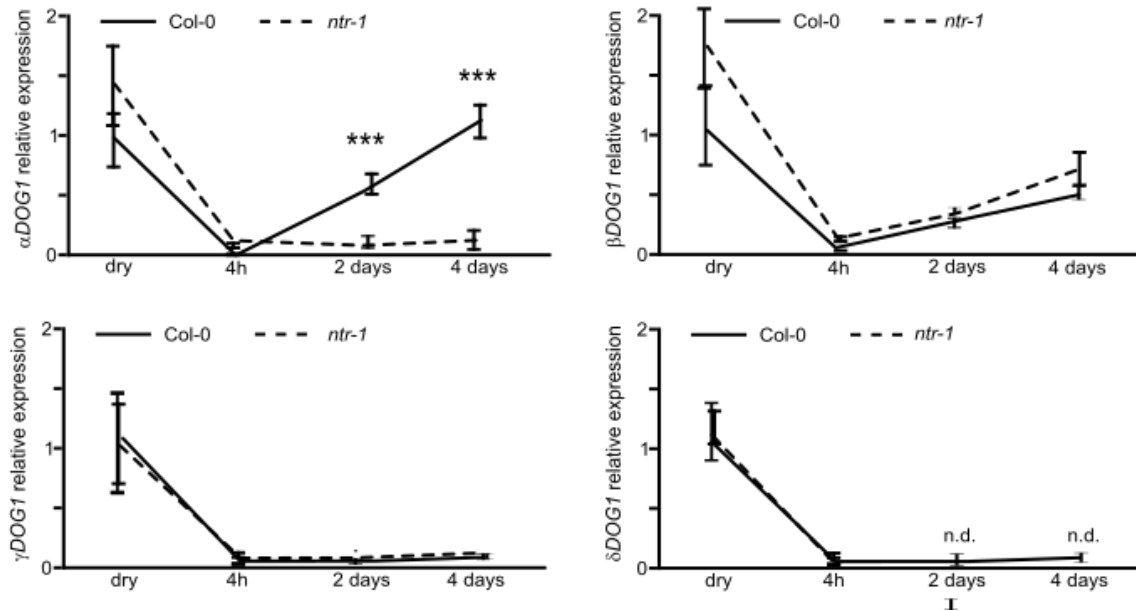

**Supplementary Figure S12. *DOG1* gene scheme and splicing analysis;** (A) *DOG1* gene scheme of different polyadenylation and splicing mRNA forms according to Cyrek et al., 2016, and (B) RT-qPCR expression analysis of *DOG1*  $\alpha$ ,  $\beta$ ,  $\gamma$ ,  $\delta$ - splicing mRNA forms between *Col-0* WT and *ntr1* mutant seeds during secondary dormancy induction. The x-axis on panel B shows time/days of secondary dormancy induction (h-hours; d-days). Asterisks indicate significant differences compared to *Col-0* dry seeds (t-test, \*\*\*,  $P < 0.0001$ ,  $n = 4$ , error bars represent standard deviation ( $\pm$ SD)); n.d. – not detected  $\delta$ *DOG1* splicing mRNA form in the *ntr1* mutant at 2<sup>nd</sup> and 4<sup>th</sup> day of secondary dormancy induction.

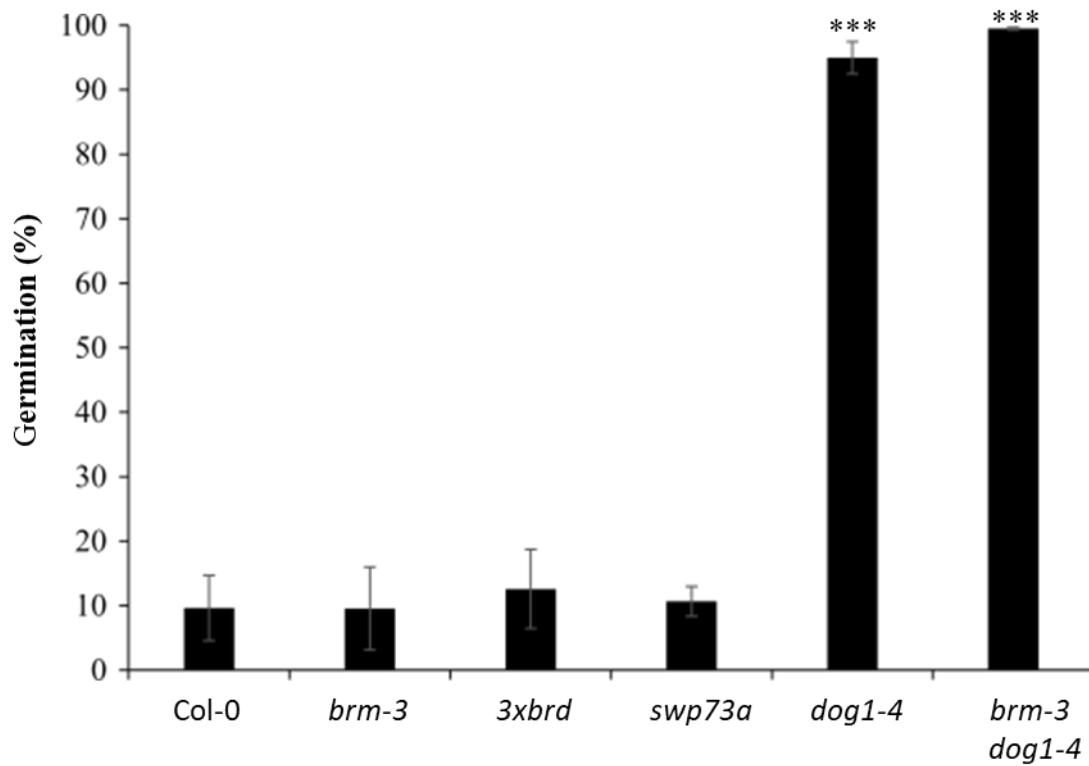

**Supplementary Figure S13. Primary seed dormancy phenotype of *3xbrd*, *brm-3*, *dog1-4* and double *brm-3dog1-4* mutants in comparison to *Col-0* WT seeds.** Germination was scored after 7 days of normal growth. Asterisks indicate significant differences compared to *Col-0* wild type (t-test, \*\*\*,  $P < 0.0001$ ,  $n = 20$ , error bars represent standard deviation ( $\pm$ SD)). Data represented here are summary of two independent experiments.

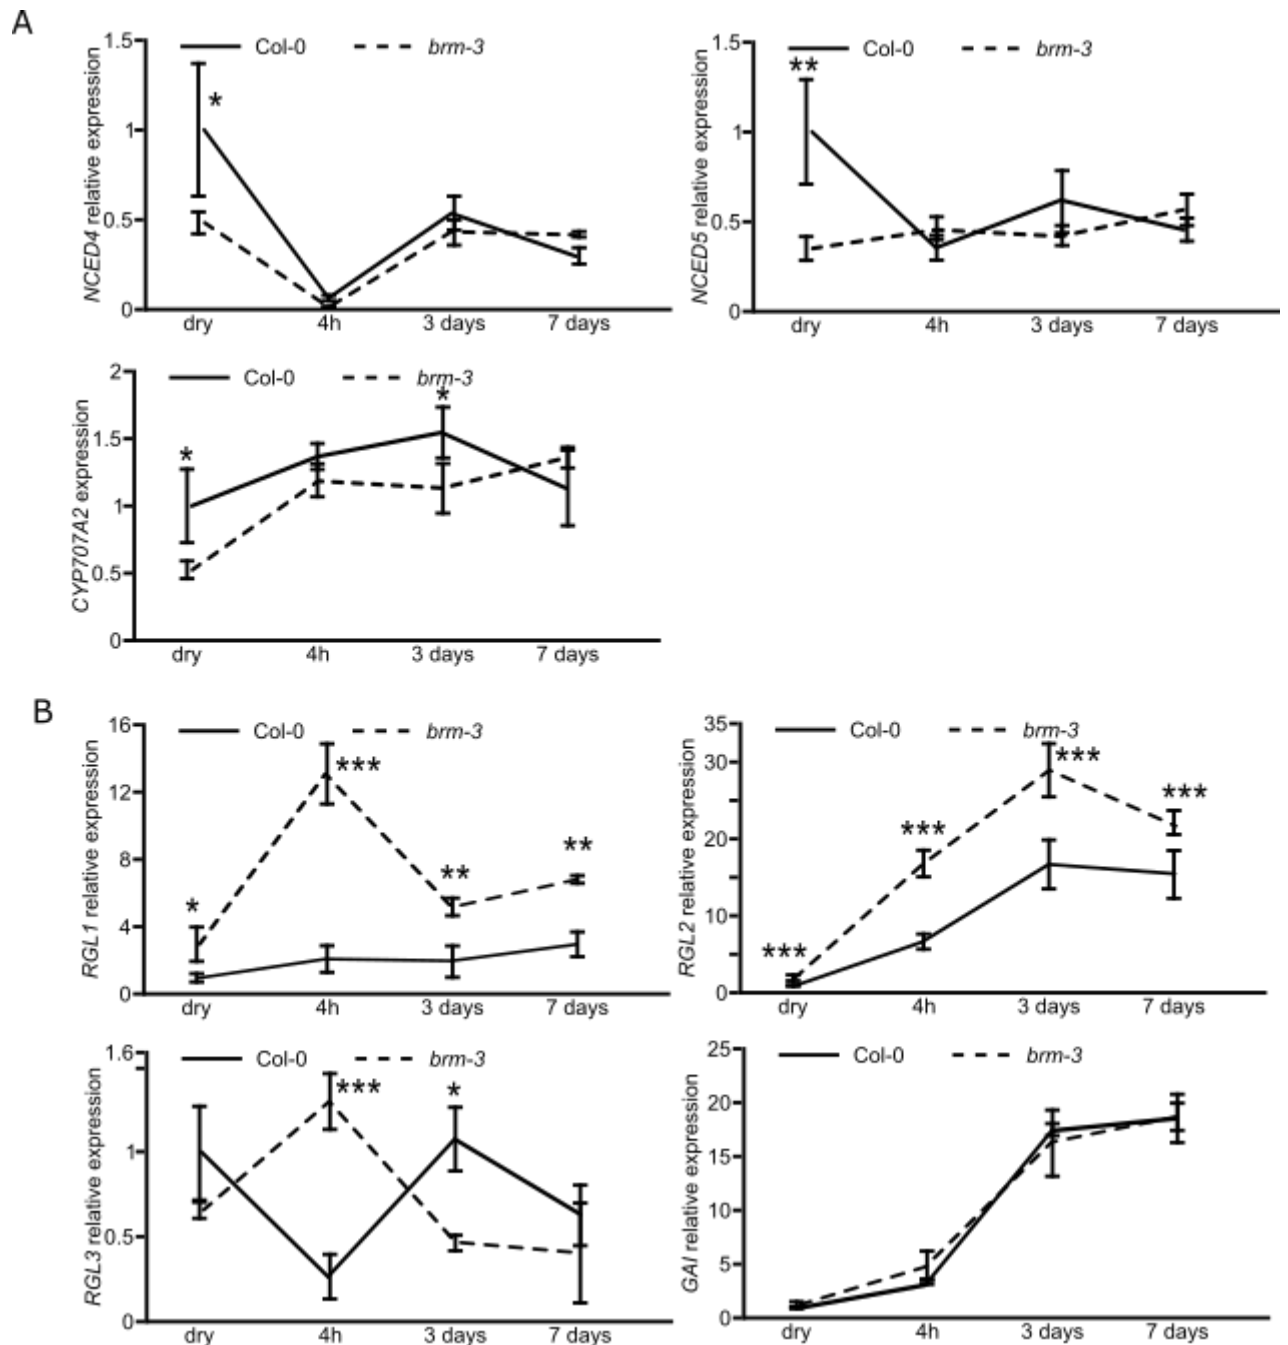

**Supplementary Figure S14. RT-qPCR analysis of selected ABA and GA marker genes during secondary dormancy induction in *brm3* mutant. (A) ABA (*NCED4*, *NCED5*, *CYP707A2*) and (B) GA (*RGL1*, *RLG2*, *RGL3*, *GAI*) hormonal pathways marker genes in dry and secondary dormancy induced Arabidopsis *Col-0* and *brm3* seeds. The x-axis on all panels shows time/days of secondary dormancy induction (h-hours; d-days). Asterisk indicate significant differences compared to *Col-0* (WT) seeds (t-test, \*,  $P < 0.05$ , \*\*,  $P < 0.01$  and \*\*\*,  $P < 0.0001$ ,  $n = 4$ , error bars represent standard deviation ( $\pm$ SD)).**

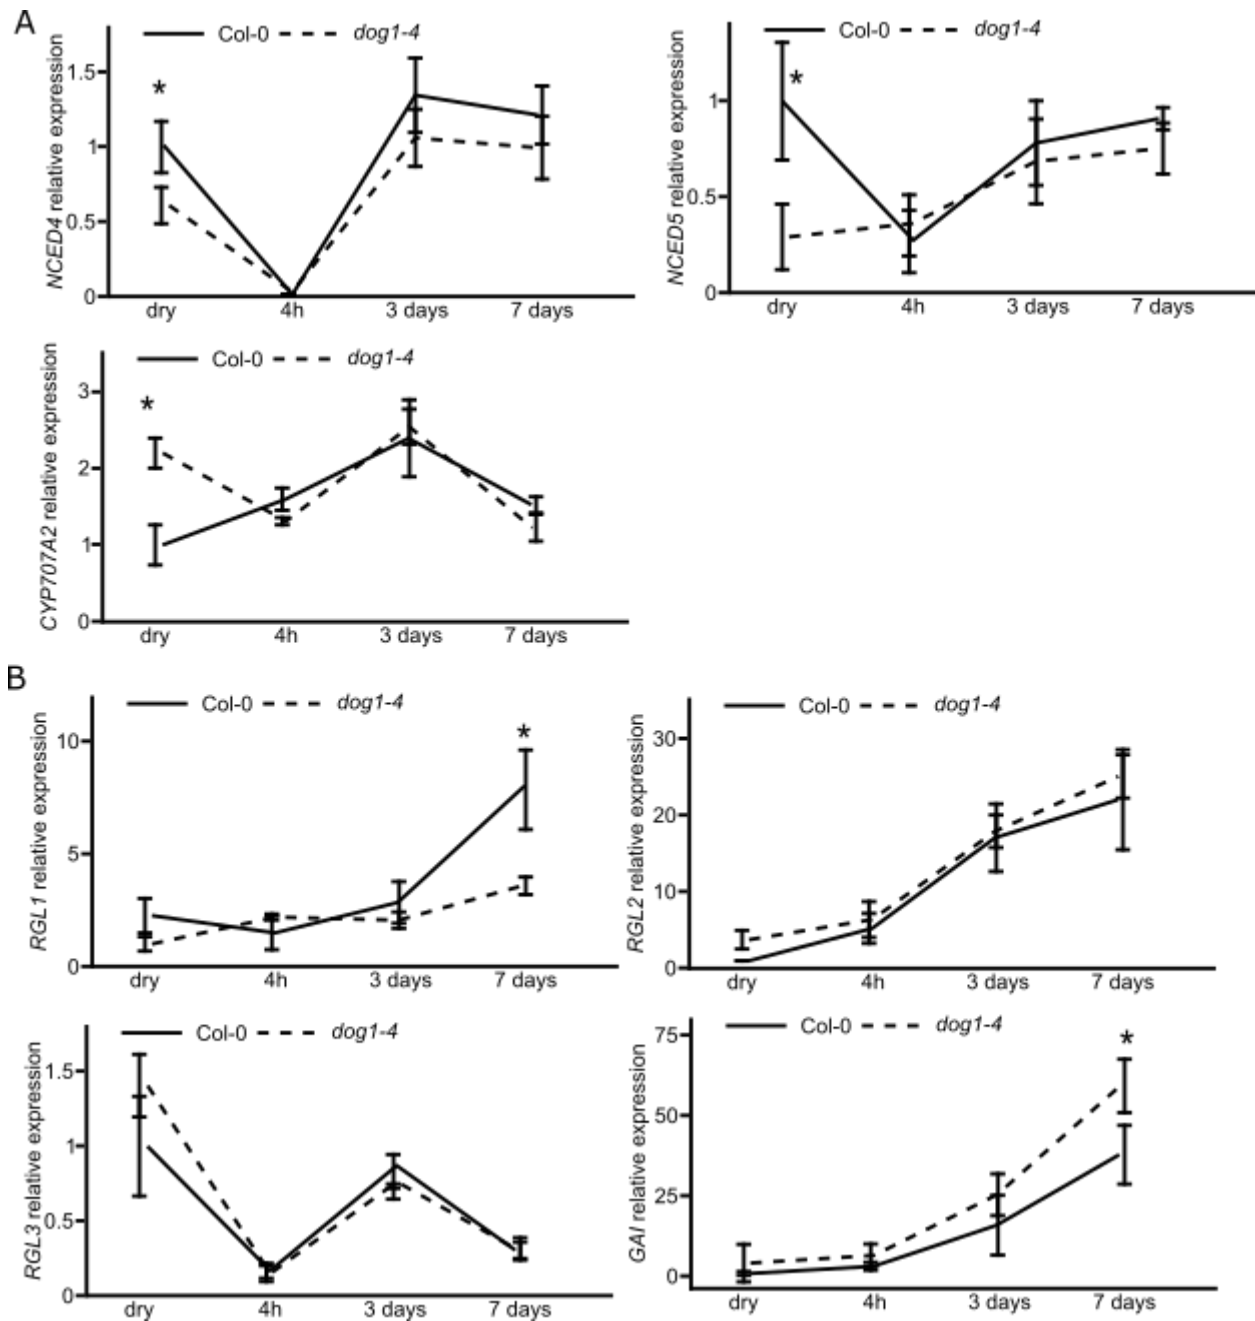

**Supplementary Figure S15. RT-qPCR analysis of selected ABA and GA marker genes during secondary dormancy induction in *dog1-4* mutant.** (A) ABA (*NCED4*, *NCED5*, *CYP707A2*) and (B) GA (*RGL1*, *RGL2*, *RGL3*, *GAI*) hormonal pathways marker genes in dry and secondary dormancy induced Arabidopsis Col-0 and *dog1-4* seeds. The x-axis on all panels shows time/days of secondary dormancy induction (h-hours; d-days). Asterisk indicate significant differences compared to Col-0 (WT) seeds (t-test, \*,  $P < 0.05$ ,  $n = 4$ , error bars represent standard deviation ( $\pm$ SD)).

How the deposited data were processed for this re-analysis (not part of the article)

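Mature dry seeds of Col-0, brm-3, dog1-4 and brm-3dog1-4 were profiled by 3′RNA-Seq with 4 libraries per genotype, 16 in all, and each library was assigned to its genotype and replicate by its label and the paper. The authors deposited counts, whole numbers of reads per gene for 37336 locus identifiers, not normalized, with 1 file per library. The paper's text states the amount of RNA and refers to an earlier study for the data analysis. It does not name the aligner, the counting program, the genome build, the use of strand or the use of molecular identifiers, so no coordinates are given, and overlapping, antisense and near-identical genes are uncertain. Names were taken from the annotation of the TAIR10.1 assembly, which held 37051 of the identifiers; the others held 0.809% of the counts.

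From these counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, filterByExpr by genotype, and the quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. All 16 libraries entered one fit with a mean per genotype. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Log2 CPM values used a prior count of 2. The 10251 tested genes are those that passed the filter, of 21204 with at least 1 count. The fewest counts of a library were 803578 and the most 2359673, and folds against a group at or under 3 counts in every library are given as lower bounds.

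The interaction was the contrast of brm-3dog1-4 with the sum of the single mutant changes. Dependence on DOG1 was scored by a ratio of 0.5 between the changes in brm-3dog1-4 and brm-3, with a test of their difference. Clusters were made with Ward's method from standardized genotype means. Gene lists were the ABA, gibberellin, glutathione and ROS, and auxin, camalexin and glucosinolate lists of Supplementary Fig. S2, and a ribosomal list. The ribosomal list held genes whose symbol or product names a ribosomal protein and no organelle, so a place in the cytosol was not checked. All lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted by Benjamini-Hochberg, and with fry. Camera compares a list with the other genes, and fry tests it against no change. The estimated correlation was 0.0112 for the glutathione list, 0.0220 for the auxin list, 0.0215 for the ABA lists, 0.0764 for the gibberellin lists and 0.0869 for the ribosomal protein genes. Single genes were also compared by exact permutation tests of 4 against 4 libraries, which cannot give a two-sided p under 0.0286.

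The designs, the gene lists of the paper and most alternatives were set before the data were examined. The genes named are those that the text of the paper names, the 3 with the largest increase and the 3 with the largest decrease in each mutant among genes with an adjusted p under 0.05, a mean of at least 20 counts and no overlap between mutant and Col-0 libraries, and the 2 genes with the smallest adjusted p of each list. The alternatives were RLE and upper-quartile normalization, other filters on low counts, DESeq2 1.42.0, other thresholds on the fold change, only the 2 groups compared, the replicate number as a block, each library left out in turn, and other rules for dependence and clustering. Fry for the auxin and gibberellin lists, disease resistance genes with similar symbols kept among the ribosomal genes, DESeq2 with its filter set at 0.05 and DESeq2 with any fold change were chosen after seeing the data. So were the tests of the ABA synthesis, ABA signaling, gibberellin metabolism and gibberellin signaling genes apart, with their alternatives, and the lists of sulfate assimilation genes, LEA proteins, oleosins and seed storage proteins.

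The scripts were tested on 5 simulated data sets of 10251 genes with 200 genes changed in each single mutant. The edgeR fit recovered 91.5% of the changed genes in the comparison of brm-3, 87.4% in that of dog1-4 and 76.5% of the interactions, and 5.38%, 5.82% and 6.71% of its calls were false. Of 100 genes set back in brm-3dog1-4, the rule for dependence found 100 on average, and 0 of 100 genes that kept their change. These genes had a mean of at least 20 counts, no change in dog1-4 and changes above the median of 1.40 of the brm-3 DEGs. How the rule does with smaller changes or lower counts was therefore not tested. Camera and fry called all 5 simulated sets of 30 changed genes and none of the 5 unchanged ones. All genes of a changed set were raised alike, by more than the median change of any real list, so weaker or mixed lists were not covered. Gene Ontology enrichment, RT-qPCR, chromatin immunoprecipitation and the metabolite data were not analysed here.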

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

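The tests against sums of the single mutant changes were chosen only after the result was seen; the splits of the libraries and the tests of the gene lists for expression level and shared reads were set before their own outcome was seen. The list of sulfate assimilation genes was composed after changes of its members had been seen, which favors the real split of the libraries.

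Of 107 groups of 4 libraries checked for a single distant library, 2 were past the critical value, where chance gives 5.35. In the first, 13614.695 genes were detected in brm-3 replicate 3 at equal depth, while the other brm-3 libraries had 13960.2 to 13998.0. In the second, the log2 CPM of NIT1 was 6.40 in brm-3 replicate 4 and between 6.78 and 6.83 in the others. So few are no more than chance gives, and no biological explanation was tested.

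A difference between the effects of brm-3 in the presence and in the absence of DOG1 was found by the interaction term for 901 genes. Of 100 random divisions of the 16 libraries into 4 groups, the real one included, 2 gave as many, and the other gave 1209. The real division was the only one, 1 of 100, to give as many genes changed by more than the sum, but random divisions mix the genotypes. In only 4 of the other 99 were enough genes called in the group in place of brm-3dog1-4 for such a number, and in 90 none was, so these splits do not decide it. Simulated additive changes gave at most 2 genes with an interaction in 60 simulations, which argues against sums of the single mutant effects on the log2 scale as the source of all of them. At equal depth of 803578 counts per library the number was between 451 and 489, so depth sets how many are found. Effects of both proteins on the same genes and a wider change of seed state in the double mutant stay open and were not tested.

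Among the genes that the text of the paper names the interaction was -0.59 for GPX1, -1.001 for GPX6, -1.04 for NIT2, -1.73 for NIT4 and -0.89 for NCED4 on the log2 scale, with adjusted p of 0.0191, 1.97e-06, 0.0355, 1.84e-05 and 0.000786 (edgeR). That of GPX1 had an adjusted p of 0.0616 without brm-3dog1-4 replicate 2 (edgeR, GPX1 interaction). For the NIT2 interaction, leaving out any 1 of 8 of the 16 libraries took the adjusted p above 0.05 (edgeR). These were Col-0 replicates 1 and 4, brm-3 replicates 2 and 4, dog1-4 replicates 1 and 3, and brm-3dog1-4 replicates 1 and 4, and the highest adjusted p was 0.0928, without Col-0 replicate 1. NIT2 lies beside similar genes, and reads divided between them were not tested as a cause.

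Among the other named genes the interaction was -1.93 for ZPR3, 1.54 for MSRB4, 2.83 for ATHSP22.0, -1.17 for AT4G29020, -1.86 for CYP76C2 and -0.39 for GSTF2, with adjusted p of 0.000344, 0.000158, 0.0241, 0.000363, 0.0203 and 0.0424 (edgeR). All but GSTF2 were picked by the size of their change in a mutant, so their interactions are not independent of that choice. No interaction is given for AT1G54410, which was at or under 3 counts in every Col-0 library. The ATHSP22.0 interaction had an adjusted p of 0.0556 without dog1-4 replicate 1 and 0.0535 without dog1-4 replicate 3, and the CYP76C2 interaction one of 0.0519 without brm-3dog1-4 replicate 4 (edgeR). These are the highest values of their alternatives, which ran from 1.37e-07 and 2.10e-07. ATHSP22.0 had only 23 counts in the 4 dog1-4 libraries. The GSTF2 interaction had an adjusted p over 0.05 with any 1 of 13 of the 16 libraries left out, up to 0.104 without Col-0 replicate 2, and of the libraries left out it stayed under 0.05 only without dog1-4 replicate 3, brm-3dog1-4 replicate 2 or brm-3dog1-4 replicate 3 (edgeR). Its adjusted p was 0.00317 with DESeq2 and 0.0226 with the replicate block, but 0.0546 with RLE normalization, 0.0603 with upper-quartile normalization, 0.104 with all genes of at least 1 count and 0.0780 with genes of at least 10 counts in every library (edgeR). GSTF2 has near-identical relatives, and reads divided between them were not tested as a cause. No other technical and no biological explanation was tested for these single genes.

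The ribosomal protein genes had a median interaction of 0.28 (adjusted p = 5.67e-08 with camera and 0.0502 with fry, limma). None of 10000 lists matched on expression had a median change as high as theirs in dog1-4 or in brm-3dog1-4 (share 0.0001 for each, the smallest that these lists can give). The summed CPM of the list, to which division of reads between copies adds nothing, rose by 0.42 in dog1-4 and 0.69 in brm-3dog1-4 on the log2 scale. The matched lists and the sums argue against expression level and reads shared between copies as the whole cause. With no composition correction the median of all genes rose by 0.22 in dog1-4 and 0.58 in brm-3dog1-4, and the list stood 0.45 and 0.76 above the median of all genes. A scaling factor moves all genes of a library alike and cannot change this distance, so it is no test of scaling, and the rise is one relative to all genes. Of the 35 splits of the libraries, 1 gave as small a p in dog1-4 and 1 in brm-3dog1-4, but 21 did in brm-3. A biological difference between the genotypes is a hypothesis here, since it was seen and tested in the same libraries.

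Genes outside those the paper discusses also changed. The 12 tested genes of sulfate assimilation, of 27 annotated and none in the glutathione list, had medians of -0.72 in brm-3, -0.65 in dog1-4 and -1.28 in brm-3dog1-4. APR2 (AT1G62180), named after its values were seen, went from 326 ± 39.7 CPM in Col-0 to 22.5 ± 7.22 CPM in brm-3dog1-4 (SD, n = 4 each). None of 10000 lists matched on expression was as low in any of the 3 mutants (share 0.0001 for each, the smallest that these lists can give). The summed CPM of the list had a log2 ratio to Col-0 of -0.78 in brm-3, -1.05 in dog1-4 and -1.63 in brm-3dog1-4 (exact permutation test, two-sided p = 0.0286 for each). The real split was the only one of 35 with as small a p in each mutant, 1 for brm-3, 1 for dog1-4 and 1 for brm-3dog1-4. Their interaction median was 0.086. With no composition correction their medians were -0.69, -0.43 and -0.71. Expression level and reads shared between copies are argued against, and a biological difference between the genotypes stays open as a hypothesis that was not tested.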

How the results depend on the processing

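The tests that were chosen only after the result was seen are DESeq2 with any fold change, DESeq2 with its filter set at 0.05, fry for the auxin and gibberellin lists, all tests of parts of the ABA and gibberellin lists, and the ribosomal list with disease resistance genes kept, which changed no call. Of 858 values of 35 main results under the alternatives, 768 kept their direction and their side of the threshold, 1 was weaker, 20 stronger, 56 moved and 13 reversed. Of 3401 values of 151 other results, 3166 did so, 48 were weaker, 52 stronger, 100 moved and 35 reversed. RLE and upper-quartile normalization changed none of the 35 main results. Where no cause is given, the cause was not tested.

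With only genes of at least 10 counts in every library, which tests fewer genes, 38 genes were increased and 24 decreased in brm-3, 117 and 80 in dog1-4, and 393 and 371 in brm-3dog1-4. The overlaps were 47, 168 and 27 genes, the dependent genes 8, the genes in opposite clusters 10 and the entries of Supplementary Table S3 with both directions 2. The median of the glutathione list in brm-3 was 0.35, that of the ABA lists in dog1-4 -0.036 and that of the auxin list in brm-3dog1-4 -0.019. The glutathione list in brm-3dog1-4 had a median of 0.0031. This filter gave a value for 32 of the 35 main results and 94 of the 151 others. With all genes of at least 1 count, 1910 genes were increased in brm-3dog1-4 and 63 entries of the table had both directions. List medians were then 0.41 for the auxin list in brm-3 and 0.70 in brm-3dog1-4, 0.33 for the gibberellin lists in dog1-4, 0.83 for the glutathione list in brm-3dog1-4 and 0 for the ABA lists in dog1-4.

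With only the 2 groups compared, 139 genes were increased in brm-3 and 286 in dog1-4, and they shared 73. The medians in dog1-4 were -0.0099 for the glutathione list and -0.031 for the auxin list. With DESeq2, 598 genes had an interaction, 23 genes were dependent and 41 lay in opposite clusters. The glutathione list had medians of -0.053 in dog1-4 and 0.57 in brm-3dog1-4, the gibberellin lists -0.015 in brm-3, and NCED5 in brm-3dog1-4 was at -0.035. With the DESeq2 filter at 0.05, 23 genes were dependent. With fry the medians are those of camera, and its calls were added for the auxin list (0.087, 0.32 and 0.11), the ABA lists (-0.046, 0.041 and -0.16), the gibberellin lists in dog1-4 (0.55) and the glutathione list in dog1-4 (-0.070) and brm-3dog1-4 (0.54).

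With any fold change, 535 genes were increased and 515 decreased in brm-3, 1009 and 880 in dog1-4, and 2335 and 2392 in brm-3dog1-4, with overlaps of 840, 1561 and 478 genes and 159 dependent genes. With glmTreat these were 24 and 12, 84 and 63, and 451 and 355, with overlaps of 27, 126 and 9 and 4 dependent genes. DESeq2 with any fold change gave 349 and 344, 748 and 638, and 2101 and 2047, with 95 dependent genes. By the cluster rule 66 genes were dependent.

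Across the 16 fits that each left out one library, the genes in opposite clusters ran from 27 (without Col-0 replicate 2) to 87 (without Col-0 replicate 3), where 66 were found with all libraries. They were fewer by over 1.5 times also without Col-0 replicate 4 (43), dog1-4 replicate 1 (32), dog1-4 replicate 2 (38), brm-3 replicate 1 (39) and brm-3dog1-4 replicate 2 (31). The ABA lists ran from -0.16 to 0.029 in brm-3 and changed sign without Col-0 replicate 1 and without brm-3 replicate 3. In dog1-4 they ran from -0.0097 (without dog1-4 replicate 1) to 0.056. The gibberellin lists ran from -0.056 to 0.12 in brm-3, with a change of sign without Col-0 replicate 1 and without brm-3 replicate 4, and from 0.45 to 0.72 in dog1-4, where they were called without dog1-4 replicate 4 (adjusted p = 0.0432, camera in limma). The glutathione and ROS list in dog1-4 ran from -0.14 to 0.039 (without dog1-4 replicate 3), and was called without Col-0 replicate 2 (adjusted p = 0.0375, camera in limma) and without dog1-4 replicate 4 (adjusted p = 0.0432, camera in limma). DOG1 in brm-3 ran from -0.037 to 0.14 and changed sign without Col-0 replicate 4 and brm-3 replicate 2. BRM in dog1-4 ran from -0.064 (without dog1-4 replicate 4) to 0.25. NIT3 in dog1-4 ran from -0.30 to 0.024 (without dog1-4 replicate 1). RGL2 in brm-3 ran from -0.24 to 0.26 and changed sign without Col-0 replicate 1, Col-0 replicate 3 and brm-3 replicate 2. GAI in brm-3 ran from -0.39 to 0.12 and changed sign without Col-0 replicate 2, brm-3 replicate 1 and brm-3 replicate 3. NCED5 ran from -0.13 to 0.39 in dog1-4, with a change of sign without Col-0 replicate 1 and dog1-4 replicate 3, and from -0.28 to 0.23 in brm-3dog1-4, with a change of sign without Col-0 replicate 1, Col-0 replicate 3 and brm-3dog1-4 replicate 4. With all libraries, each of these genes had an adjusted p over 0.05 with edgeR and each of these lists with camera in the mutant named.

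Parts of the lists also changed sign. With genes of at least 10 counts in every library the ABA signaling genes had medians of -0.00024 in brm-3, -0.014 in dog1-4 and -0.15 in brm-3dog1-4, the ABA synthesis genes -0.35 in dog1-4 and the gibberellin metabolism genes -0.16 in brm-3dog1-4. With all genes of at least 1 count the ABA synthesis genes in dog1-4 had -0.67 and the gibberellin metabolism genes in brm-3 0.0031, and with DESeq2 the ABA synthesis genes in dog1-4 had -0.17. With single libraries left out, the ABA signaling genes ran from -0.059 (without brm-3 replicate 4) to 0.076 in brm-3, with a change of sign also without Col-0 replicate 4 and brm-3 replicate 1. In dog1-4 they ran from -0.012 (without dog1-4 replicate 2) to 0.10, with a change of sign also without dog1-4 replicate 1. The ABA synthesis genes in dog1-4 ran from -0.29 (without dog1-4 replicate 4) to 0.044, with a change of sign also without Col-0 replicates 1 and 2 and dog1-4 replicates 1 and 3. The gibberellin metabolism genes ran from -0.58 to 0.11 in brm-3, with a change of sign without Col-0 replicate 4 and brm-3 replicate 3, and from -0.028 (without Col-0 replicate 3) to 0.23 in brm-3dog1-4. The gibberellin signaling genes in brm-3 ran from -0.048 (without Col-0 replicate 1) to 0.16.

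The replicate numbers do not pair the samples, since the 24 correlations between libraries of the same number ran from -0.0345 to 0.0722 with a median of 0.0153 and 0 were over 0.1. With the replicate block, 29 genes lay in opposite clusters and 966 had an interaction, and no other main result changed. Of the 151 other results, 6 were stronger with the block. Depth limits the lists, since 23 of the 33 glutathione genes and 15 of the 60 genes of Supplementary Table S3 could be tested.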

Differences from the paper's values

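The paper states that around 20% of the genes misregulated in brm-3 depend on DOG1, where 11.9% met the rule used here. The paper's text bases this on groups of genes with opposite changes in brm-3 and dog1-4. By such a rule, which was among the alternatives set before the data were examined, the genes of the opposite clusters were 21.2% of those changed in brm-3, and this closes the gap. These 66 genes were 27 without Col-0 replicate 2 and 87 without Col-0 replicate 3. Of the other alternatives set before the data were examined, 15.1% with any fold change, 15.1% with a ratio of 0.75, 14.1% without Col-0 replicate 3 and 14.8% without brm-3 replicate 2 were within 1.5 times the paper's value. The other normalizations, the filters on low counts, the replicate block, DESeq2, glmTreat and the other libraries left out were not. DESeq2 with any fold change, chosen after seeing the values, gave 13.7%. Without the test of the difference between brm-3dog1-4 and brm-3, the rule used here gave 13.8%, within 1.5 times the paper's value. For this percent of brm-3 genes dependent on DOG1, with no test, any fold change gave 17.1% and a ratio of 0.75 gave 24.1%. It was outside 1.5 times with genes of at least 10 counts in every library (12.9%), the replicate block (13.0%), DESeq2 (12.3%), glmTreat (11.1%), and without brm-3 replicate 3 (10.7%), brm-3dog1-4 replicate 1 (12.9%) or brm-3dog1-4 replicate 3 (13.3%), and within it under the other alternatives set before the data were examined.

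The paper's Supplementary Table S1 gives 349 and 343 as the sizes of the lists of genes increased and decreased in brm-3 behind its enrichment analysis, and states no threshold for them. They are larger than the paper's 167 and 77 genes, so they were compared with the calls at any fold change, where edgeR gave 535 and 515. DESeq2 gave 349 and 344 at any fold change. DESeq2 and any fold change were each among the alternatives set before the data were examined, but their combination was chosen after seeing the values. Of the other alternatives set before the data were examined, genes with at least 10 counts in every library gave 353 and 385. For the increased genes RLE normalization (516) and upper-quartile normalization (518) were also within 1.5 times, and for the decreased genes all genes with at least 1 count (486). Leaving out any Col-0 or any brm-3 library also brought both numbers within 1.5 times, as did leaving out dog1-4 replicate 2, brm-3dog1-4 replicate 1 or brm-3dog1-4 replicate 4. Without dog1-4 replicate 1 this held for the increased genes only, and without dog1-4 replicates 3 or 4 or brm-3dog1-4 replicates 2 or 3 for neither. The replicate block and only the 2 groups compared did so for neither number. With its filter set at 0.05, a setting chosen after seeing the values, DESeq2 gave the paper's 167 and 77, 385 and 211, and 1391 and 911 genes increased and decreased in brm-3, dog1-4 and brm-3dog1-4.

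The paper states that GSTU9, GSTU10, GSTU11, GSTU12 and GSTU19 were upregulated in brm-3 past its fold change threshold and had no common direction in dog1-4. Here GSTU9 had a log2 fold change of -0.36 (adjusted p = 0.111, edgeR) and GSTU19 one of 0.49 in brm-3, and in dog1-4 they had -0.62 and 0.76. GSTU10 and GSTU11 had too few counts to be tested. GSTU12 in brm-3 had an adjusted p of 0.0642 (edgeR), and of 0.0422 when all genes with at least 1 count were tested, of 0.0284 without Col-0 replicate 2 and of 0.0273 without brm-3 replicate 2, while over all alternatives it ran up to 0.519, without brm-3 replicate 4, and was 0.169 with DESeq2. The paper states that genes of glutathione metabolism were enriched among the decreased genes of dog1-4 and brm-3dog1-4. Here 8 members were increased and 1 decreased in dog1-4, and 11 and 7 in brm-3dog1-4. The paper places GPX1 and GPX6 among genes that changed in dog1-4 in the opposite direction to brm-3, where their log2 fold changes in dog1-4 were -0.048 and -0.073. The paper names MYB34, MYB51, MYB122 and CYP79B3 as deregulated in brm-3, and they had 17, 18, 6 and 3 counts over the 16 libraries. Of Supplementary Table S3, 11 of 15 tested genes had both stated directions by the sign of the estimates, 3 of them at an adjusted p under 0.05 in both mutants. The 4 tested genes listed as decreased in brm-3 and increased in brm-3dog1-4 had other directions, with log2 fold changes in brm-3 and brm-3dog1-4 of -1.11 and -1.18 for RGL3, -0.57 and -1.98 for NCED4, -0.98 and -0.59 for CYP707A2, and 1.83 and 2.68 for RCAR3. CYP707A1, which the paper names in its text, had 52 counts over the 16 libraries and was not tested.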

Other observations

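The tests chosen only after the result was seen are those of additive changes and of selection on the brm-3 change, of a few abundant genes for the genes changed, of library size and the 20 most abundant genes for the genes detected, of library size and 1 gene for the share of the 20 most abundant genes, of the wider seed storage superfamily, and of parts of the ABA and gibberellin lists.

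The calls of each mutant against Col-0 were compared with the 35 splits of its 8 libraries. The real split was the only one with as many increased genes (1 in brm-3, 1 in dog1-4, 1 in brm-3dog1-4) and as many decreased genes (1, 1 and 1). For the gene lists, as small a camera p was given by 3 splits in brm-3, 3 in dog1-4 and 2 in brm-3dog1-4 for the glutathione list, by 10, 11 and 13 for the auxin list, by 12, 1 and 1 for the ABA lists and by 24, 12 and 20 for the gibberellin lists. For parts of these lists they were 3, 4 and 2 for the ABA synthesis genes, 28, 5 and 29 for the ABA signaling genes, 22, 11 and 30 for the gibberellin metabolism genes and 35, 12 and 13 for the gibberellin signaling genes. The overlaps of brm-3 with brm-3dog1-4, of dog1-4 with brm-3dog1-4 and of brm-3 with dog1-4 were each reached by 1 of 100 random divisions of the 16 libraries, the real one. The random divisions mix the genotypes, and in 0 of the other 99 were enough genes called for as large an overlap, so these splits do not test the overlaps.

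More genes changed in brm-3dog1-4 than in the single mutants. At 803578 counts in every library, 10 draws gave at least 1794 genes in brm-3dog1-4, against at most 241 in brm-3 and 606 in dog1-4. A changed share of a few abundant genes would shift all other genes in 1 direction, but TMM removes such a shift before the calls. The median change in brm-3dog1-4 was 0.58 without TMM and 0.01 with it. That 1073 genes were increased and 795 decreased there therefore does not test this cause. The draws at equal depth argue against library size as the whole cause. A few abundant genes and a biological difference stay open.

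Seeds of brm-3dog1-4 also had more detected genes and a lower share of counts on the 20 most abundant genes. At equal depth 13590 genes were detected on average in Col-0, 13883 in brm-3, 14369 in dog1-4 and 15234 in brm-3dog1-4 (exact permutation test of brm-3dog1-4 against Col-0, two-sided p = 0.0286), a difference of 1644 genes between brm-3dog1-4 and Col-0. Without these 20 genes it was 1405, from 13623 ± 179 to 15029 ± 238 genes (SD, n = 4 each). Their share was 38.4% in Col-0 and 30.9% in brm-3dog1-4, and without the most abundant gene 34.5% and 26.8%, a difference of -7.68 percentage points. The difference in share from Col-0 was -7.49 percentage points, and -7.53 after removal of the trend on log2 library total within genotypes (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 libraries can give). These values argue against library size, 1 gene and a few abundant genes as the whole cause. A biological difference between the genotypes, such as the maturity of the seeds, was not tested and stays open as a hypothesis.

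Most of the abundant genes were lower in brm-3dog1-4 than the sum of the single mutant changes. Of the 20 most abundant genes, 17 had a negative interaction, 14 of them at an adjusted p under 0.05 (edgeR). In brm-3dog1-4, 19 had a lower estimate than in Col-0, 15 of them at an adjusted p under 0.05 (edgeR). LEA proteins (31 tested) had a median interaction of -0.45, oleosins (10) -0.43, seed storage proteins (7) -0.67 and the wider seed storage superfamily (12) -0.75. Their adjusted p was 8.54e-14, 8.72e-06, 0.000370 and 7.28e-09 with camera, and 0.000358, 0.00343, 0.0616 and 0.00343 with fry (limma). Among 10000 lists matched on expression, a share of 0.00860 was as low as the LEA proteins, 0.204 as low as the oleosins, 0.0299 as low as the seed storage proteins and 0.0016 as low as the superfamily. High expression thus stays open as the cause for the oleosins. It stays open also for the seed storage proteins, which fry did not call and whose share is not small for a list chosen after seeing its members. The shares argue against it for the LEA proteins and the superfamily, within the limit that these lists were chosen in the same way. In brm-3 against Col-0 camera called the LEA proteins (median 0.14, adjusted p = 0.0287) and the seed storage proteins (median 0.37, adjusted p = 0.0483), which fry did not (adjusted p = 0.191 and 0.227, limma). Both called the wider superfamily there (median 0.27, adjusted p = 0.000101 with camera and 0.0111 with fry, limma). Against Col-0 both tests called the LEA proteins lower in dog1-4 (median -0.18), and none of the other lists there. In brm-3dog1-4 both called the LEA proteins (-0.62), the oleosins (-0.55) and the seed storage proteins (-0.49) lower. Neither called the wider superfamily in brm-3dog1-4 (median -0.22). The lists were composed after their members were seen, so a change of seed maturation genes is a hypothesis.

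The genes dependent on DOG1 were compared with simulations. At least as many genes were found in 3 of 100 random divisions of the libraries with the test and in 3 of 100 with no test, the real one included. Only 5 of the other 99 had enough genes called in the group in place of brm-3 for such a number, so these splits do not decide it. Selection on the brm-3 change gave at most 12 genes with no test where 43 were found. Of the 37 genes, 18 had an interaction, where additive changes gave at most 2 genes with an interaction of all genes tested. For the other 19 the additive effects of both mutations and a dependence cannot be told apart, since additive changes gave up to 15 genes when only changes with an adjusted p under 0.05 were added, and up to 52 when all estimated changes were added, a mean of 7.35% of the brm-3 genes of those simulations against 11.9% observed.

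The paper measured genes of the gibberellin and ABA pathways by RT-qPCR in dry seeds and during secondary dormancy induction. In the 3′RNA-Seq counts of dry seeds RGL2 (AT3G03450) had a log2 fold change of 1.39 in dog1-4 and 2.24 in brm-3dog1-4 (adjusted p = 0.00344 and 2.91e-09, edgeR). GAI (AT1G14920) had 1.04 and 1.43 (adjusted p = 0.00114 and 1.03e-07, edgeR). The rise of RGL2 in dog1-4 was not seen in replicate 4, at a log2 CPM of 2.27. The other dog1-4 libraries had 3.61 to 4.18, and Col-0 reached 2.76. An exact permutation test of RGL2 in dog1-4 against Col-0 gave a two-sided p = 0.0857. NCED5 (AT1G78390), whose product the annotation names as NCED9, did not pass the test in any mutant with all libraries, but NCED5 in brm-3 had an adjusted p of 0.0457 without brm-3 replicate 4 (edgeR). RGL1 had 7 counts over the 16 libraries. CYP707A2 (AT2G29090) had -0.98 in brm-3. Of the gibberellin lists, 14 of 33 genes were tested, with medians of 0.051 in brm-3, 0.55 in dog1-4 and 0.23 in brm-3dog1-4 (adjusted p = 0.536, 0.138 and 0.528, camera in limma), or 0.025, 0.43 and 0.23 with genes at the floor at their bound. Over the alternatives other than fry and libraries left out, the adjusted p in dog1-4 ran from 0.0224, a call, to 0.160 (camera). The 7 tested gibberellin metabolism genes had medians of -0.24, 0.53 and 0.15, and the 7 signaling genes 0.051, 0.78 and 0.57, or 0.051, 0.17 and 0.57 with genes at the floor at their bound. Camera called neither in any mutant (lowest adjusted p = 0.348), while fry gave 0.0312 for metabolism in dog1-4 and 0.0434 and 0.0180 for signaling in dog1-4 and brm-3dog1-4 (limma). GA2OX6 (AT1G02400) was at least 3.04-fold lower in dog1-4 and at least 5.23-fold lower in brm-3dog1-4, and PIF4 (AT2G43010) was at least 5.21-fold higher in brm-3dog1-4.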
